# Deciphering the modulation of gene expression by type I and II interferons combining 4sU-tagging, translational arrest and *in silico* promoter analysis

**DOI:** 10.1093/nar/gkt589

**Published:** 2013-07-05

**Authors:** Mirko Trilling, Nicolás Bellora, Andrzej J. Rutkowski, Miranda de Graaf, Paul Dickinson, Kevin Robertson, Olivia Prazeres da Costa, Peter Ghazal, Caroline C. Friedel, M. Mar Albà, Lars Dölken

## Abstract

Interferons (IFN) play a pivotal role in innate immunity, orchestrating a cell-intrinsic anti-pathogenic state and stimulating adaptive immune responses. The complex interplay between the primary response to IFNs and its modulation by positive and negative feedback loops is incompletely understood. Here, we implement the combination of high-resolution gene-expression profiling of nascent RNA with translational inhibition of secondary feedback by cycloheximide. Unexpectedly, this approach revealed a prominent role of negative feedback mechanisms during the immediate (≤60 min) IFNα response. In contrast, a more complex picture involving both negative and positive feedback loops was observed on IFNγ treatment. IFNγ-induced repression of genes associated with regulation of gene expression, cellular development, apoptosis and cell growth resulted from cycloheximide-resistant primary IFNγ signalling. *In silico* promoter analysis revealed significant overrepresentation of SP1/SP3-binding sites and/or GC-rich stretches. Although signal transducer and activator of transcription 1 (STAT1)-binding sites were not overrepresented, repression was lost in absence of STAT1. Interestingly, basal expression of the majority of these IFNγ-repressed genes was dependent on STAT1 in IFN-naïve fibroblasts. Finally, IFNγ-mediated repression was also found to be evident in primary murine macrophages. IFN-repressed genes include negative regulators of innate and stress response, and their decrease may thus aid the establishment of a signalling perceptive milieu.

## INTRODUCTION

Interferons (IFNs) are soluble factors secreted on infection and capable of interfering (hence the name) with viral replication (1). IFNs lack direct intrinsic anti-viral capabilities and solely act as cytokines in an autocrine and paracrine manner initiating a global anti-infective change in the gene expression profile. IFNs induce many genes that are detrimental to cell survival and cell proliferation so that the expression of IFN-stimulated genes (ISGs) has to be prevented under ‘healthy’ or ‘uninfected’ conditions. On pathogen encounter, a robust defensive state is rapidly initiated to outpace microbial gene expression and replication. Owing to this binary nature, alternating between almost complete shut-off and rapid induction, IFNs have frequently been used as a model system to study stimulus-induced gene expression changes.

Human individuals with pathologic mutations within components of the IFN induction or signalling cascade suffer from recurrent episodes of infectious diseases elicited by opportunistic pathogens and frequently even fail to control live attenuated vaccine strains (2–6). Recombinant IFNs currently constitute the therapeutic backbone of the treatment of hepatitis B virus and hepatitis C virus infections. IFNs are subdivided into three classes: Type I IFN (IFNα/β), type II IFNs (IFNγ) and the recently identified type III IFNs (IFNλ), each being defined by a discrete receptor complex. Nevertheless, IFN-signalling cascades converge in common pathways and initiate gene expression almost exclusively via *janus kinase* (JAK)/*signal transducer and activator of transcription* (STAT)-signalling cascades (7). Type I IFNs (and type III IFNs) mainly induce the formation of STAT1:STAT2:IRF-9 heterotrimers [called *IFN-stimulated gene factor 3* (ISGF3)], whereas IFNγ mainly induces formation of STAT1 homodimers [called *gamma*-*activated factor* (GAF)]. To a lesser extent, IFNγ also induces formation of ISGF3 complexes (8,9) and IFNα/β also induces STAT1 homodimers (10). GAF and ISGF3 complexes translocate into the nucleus and bind to *gamma-activated sequences* (GAS) and *IFN-stimulated response elements* (ISRE), respectively, located in the vicinity of promoters of ISGs, to recruit the transcriptional machinery and facilitate gene expression. Consensus sequences of ISRE and GAS elements are significantly different and can thus be easily distinguished on DNA sequence level by bioinformatic means. Although subtle differences concerning the preference for certain sequence variations exist (11), basically all STAT family members bind to GAS elements (core motif TTCN_2-4_GAA). Therefore, it is not possible to deduce which STAT protein binds to a particular GAS element *in natura* based on its nucleotide sequence. ISRE elements closely resemble interferon regulatory factor (IRF)-binding sites (called IRF/E sites) confounding a sequence-based differentiation of ISRE and IRF/E sites (12,13).

IFNs themselves are subject to both positive and negative feedback loops. On encountering a pathogen, IFNβ [and IFNα4 in the mouse—but not in humans (14)] is expressed and signals through the JAK-STAT pathway to induce the expression of further IFNα subtypes, closing a self-amplifying loop (14,15). Additionally, components of the IFN signal transduction pathway, like STAT1 and STAT2, are themselves IFN inducible (16). Conversely, a number of IFN-inducible negative feedback mechanisms restrict IFN signal transduction to prevent an excessive and potentially detrimental hyper-activation of the innate immune system (e.g. auto-immunity). Known mediators of this counter regulation loop include *suppressors of cytokine signalling* (SOCS) (17,18), *ubiquitin specific peptidase 18* (19) and *protein inhibitors of activated STAT* proteins.

The currently accepted notion is that (especially on IFNβ encounter) the positive feedback constitutes an important and dominant event of IFN induction and signalling [see for example (20)]. It is assumed that the initial type I IFNs [IFNβ (and IFNα4 in the mouse)] stimulate the expression of gene products like the IFN-inducing transcription factor IRF7, components of the JAK-STAT signalling cascade (e.g. STAT1 and STAT2) and secondary IFNα subtypes to mount an effective innate immune response. Nevertheless, the regulation, temporal contribution and hierarchy of positive and negative feedback mechanisms to the IFN response are incompletely investigated and understood.

Standard profiling of total RNA for the detection of rapid changes in gene expression has a strong bias for detecting upregulation of short-lived transcripts (21). Therefore, the complex interaction network of positive and negative regulators within the initial phase of IFN signalling cannot be adequately studied by a sole assessment of transcript changes in total RNA. This is especially relevant for genes that are downregulated at the level of transcription, as their overall change in total RNA is critically defined by the intrinsic messenger RNA (mRNA) decay rate. This problem can be overcome by metabolic tagging, purification and analysis of newly transcribed RNA, using 4-thiouridine (4sU) (21,22). In this method, 4sU is incorporated in the newly transcribed RNA (4sU tagging). Following isolation of total RNA and thiol-specific biotinylation, newly transcribed RNA is separated from untagged pre-existing RNA using streptavidin-coated magnetic beads. All three RNA fractions (total RNA, labelled RNA and unlabelled RNA) are suitable for further analyses including quantitative PCR, microarray analysis (21,22) or next-generation sequencing (23–25).

In a previous study (21), we applied this approach to study changes in gene expression mediated by type I and II IFNs in murine fibroblasts. Changes in transcription rates were determined by Affymetrix arrays using newly transcribed RNA, labelled and purified following 0–30, 30–60 and 150–180 min of IFNα and IFNγ treatment (see Figure 1A for experimental setup). In newly transcribed RNA, induction of a large number of ISGs was already evident during the first 30 min of treatment. However, in subsequent experiments, we found important mediators of the positive feedback loop (e.g. IRF1) as well as of the negative feedback loop (e.g. SOCS3), to be substantially induced already within the first 15 min of IFN treatment. Thus, despite the ∼10-fold increase in sensitivity of our approach, primary (translation independent) effects could not be differentiated from secondary (translation dependent).

**Figure 1.**
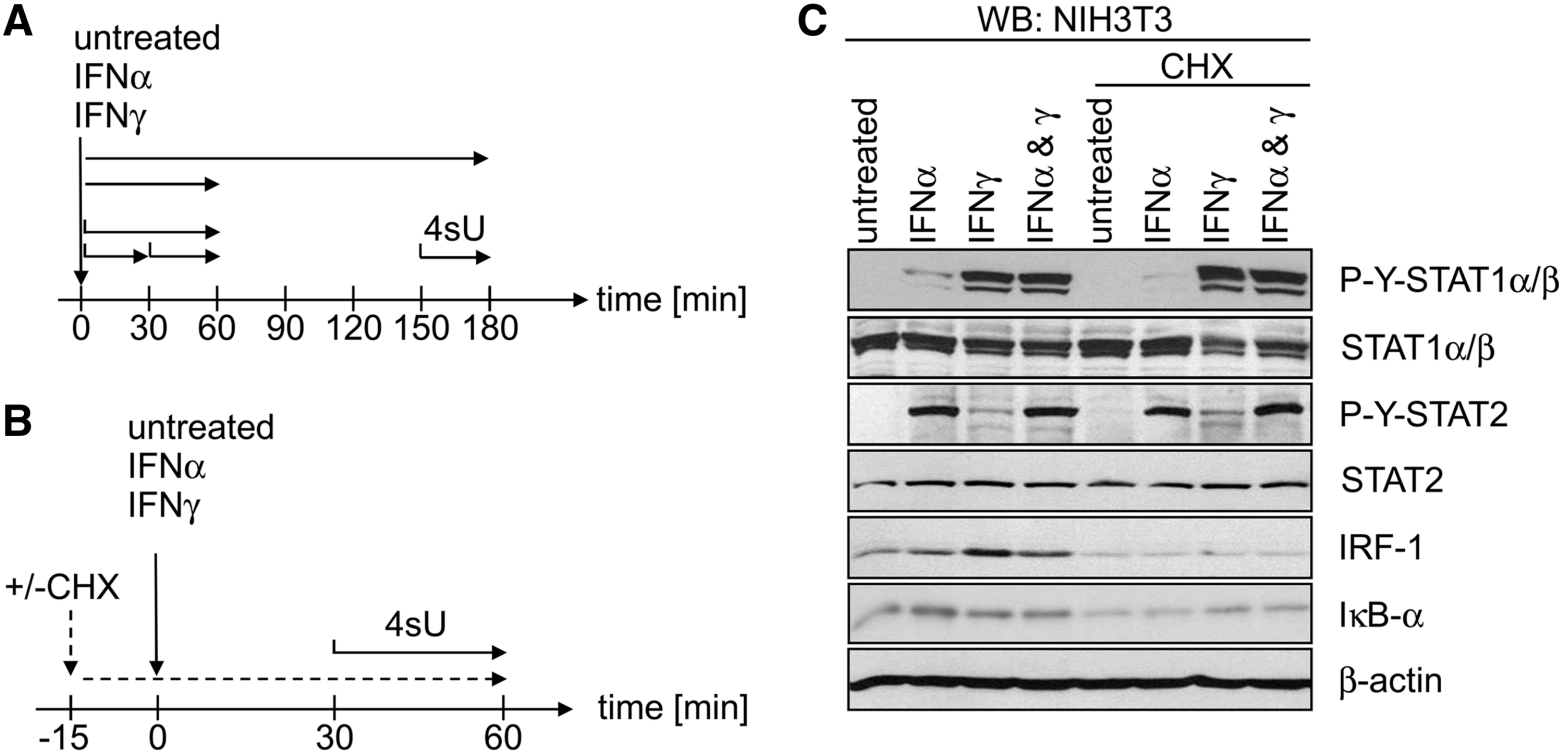
Experimental setup. (**A**) Schematic overview of the experimental setup to assess IFN responses by microarray analysis using newly transcribed and total RNA as published in (21). At different times of IFN treatment 4sU was added to cell culture medium for the indicated periods indicated with black horizontal arrows. Total RNA was prepared immediately after the end of labelling and newly transcribed RNA was purified and subjected to microarray analysis. (**B**) Schematic overview of the new experimental setup to test for the effect of translational inhibition using CHX or mock (DMSO) on IFN-mediated differential gene expression CHX. Fifteen minutes before begin of IFN treatment, CHX pre-treatment was started. Thirty minutes after begin of IFN treatment 4sU was added to cell culture medium to start RNA labelling. Thirty minutes later (=60 min of IFN treatment) total RNA was isolated and newly transcribed RNA was prepared. Three replicates of newly transcribed RNA from each of the six conditions were subjected to microarray analysis. (**C**) Immunoblot analysis of the signal transduction events in NIH-3T3 cells on incubation with IFNα (100 U/ml) and IFNγ (100 U/ml), respectively, in presence or absence of CHX (50 µg/ml). Cells were pre-treated for 15 min with CHX or DMSO (mock) and subsequently incubated for further 60 min with the indicated IFN. Cells were lysed and lysates were subjected to immunoblot analysis. Membranes were probed with the indicated antibodies.

Our previous study identified a network of genes repressed by IFNγ showing strong associations with regulation of gene expression, cellular development, cell death, cellular growth and proliferation (21). Without knowledge of the underlying signal transduction mechanism, it had remained unclear whether this response represents a direct or an indirect effect of IFNγ treatment. To address these question and properly discriminate primary and secondary effects of type I and II IFNs, we now performed short-term 4sU tagging during IFN treatment in presence and absence of the translational inhibitor cycloheximide (CHX).

## MATERIALS AND METHODS

### Cell culture and 4sU tagging

Murine NIH-3T3 fibroblasts (ATCC CRL1658) and murine STAT1^-/-^ fibroblasts (26,27) were cultured in Dulbecco’s modified Eagle’s medium supplemented with 5% (v/v) new-born calf serum. For 30 min of metabolic tagging of newly transcribed RNA, 4sU (Sigma) was added to 500 µM final concentration into pre-warmed CO_2_-equilibrated medium. Cells were used only in between 5th and 15th passage after thawing; split twice weekly and 24 h before start of 4sU tagging. Total cellular RNA was prepared from cells using Trizol reagent (Invitrogen) following the protocol described by Chomczynski and co-workers (28). In the CHX experiments, NIH-3T3 cells were pre-treated with CHX (50 µg/ml) for 15 min before treatment with either mock, 100 U/ml IFNα or IFNγ for 60 min. During the last 30 min (=30–60 min of IFN treatment), 4sU was added at a final concentration of 500 µM to the cell culture medium (see Figure 1B). IFN activity and the effect of CHX treatment was checked in parallel using the ISRE Luc reporter cell line (9), which expresses luciferase under an IFN-inducible promoter (data not shown).

### Biotinylation and purification of 4sU-labelled RNA

Separation of total RNA into 4sU-tagged newly transcribed and untagged pre-existing RNA was performed as described (21). Briefly, biotinylation of 4sU-tagged RNA was performed using EZ-Link Biotin-HPDP (Pierce) dissolved in dimethylformamide at a concentration of 1 mg/ml. It was crucial to avoid dimethylformamide from getting in contact with incompatible plastic ware, as this may result in complete loss of newly transcribed RNA during the streptavidin purification. Biotinylation was carried out in 10 mM Tris (pH 7.4), 1 mM EDTA and 0.2 mg/ml Biotin-HPDP at a final RNA concentration of 100 ng/µl for 1.5 h at room temperature. Unbound Biotin-HPDP was removed by chloroform/isoamylalcohol (24:1) extraction using Phase-lock-gel (Heavy) tubes (Eppendorf). Afterwards, 1/10 volume of 5 M NaCl and an equal volume of isopropanol were added and RNA was precipitated at 20 000*g* for 20 min. The pellet was washed with an equal volume of 75% (v/v) ethanol and precipitated again at 20 000 *g* for 10 min. The pellet was re-suspended in 50–100 µl of RNase-free water. After denaturation of RNA samples at 65°C for 10 min followed by rapid cooling on ice for 5 min, biotinylated RNA was captured using µMACS streptavidin beads and columns (Miltenyi). Biotinylated RNA was incubated with 100 µl of µMACS streptavidin beads with rotation for 15 min at room temperature. The beads were transferred and magnetically fixed to the columns. Columns were washed three times with 1 ml of 65°C washing buffer [100mM Tris–HCl (pH 7.4), 10 mM EDTA, 1 M NaCl, 0.1% [vol/vol] Tween20] followed by three washes with room temperature washing buffer. Newly transcribed RNA was eluted from the beads by the addition of 100 µl of freshly prepared 100 mM dithiothreitol followed by a second elution round 5 min later. RNA was recovered using the RNeasy MinElute kit (Qiagen).

### Microarray sample labelling, hybridization and pre-processing

Total RNA (1.5 µg) or newly transcribed RNA (280 ng) was amplified and labelled using the Affymetrix One-Cycle Target Labelling Kit according to the manufacturer’s recommendations. Newly transcribed RNA samples were amplified and labelled according to the manufacturer’s protocol for mRNA. The amplified and fragmented biotinylated cRNA was hybridized to Affymetrix MG 430 2.0 arrays (mouse) using standard procedures. The complete microarray data set is available at Gene Expression Omnibus (GEO Series GSE30457).

### Microarray data processing and statistical analysis for analysis of IFN-mediated gene regulation

Data were processed and analysed using R and Bioconductor (29,30). Data analysis of total RNA (1 and 3 h of IFN treatment) and newly transcribed RNA samples (0–30, 30–60 and 150–180 min of IFN treatment) has been described in detail (21). The new microarray data on 30–60 min newly transcribed RNA (mock, IFNα, IFNγ; +/− CHX treatment) were processed independently of the recently published data but following a similar pipeline. Arrays were assessed for quality, ‘gene chip robust multiarray averaging’ (gc-RMA) normalized, filtered for low expression and analysed using an empirical Bayes moderated *t*-test.

‘Quality assessment’ consisted of RNA degradation plots, Affymetrix quality control metrics, sample cross-correlation, data distributions and probe-level visualisations.

‘Normalization’ incorporated background correction, normalization and probe-level summation by gc-RMA.

‘A non-specific filter’ in which all genes are retained that were called ‘present’ in at least one sample in the data set was applied before statistical testing (n = 27 759 probes passed this filter).

‘Statistical testing’ was performed by applying an empirical Bayes moderated *t*-test (31), which is the most robust test for small sample sizes. An increased rate of false-positive results owing to simultaneous testing on a large number of genes was corrected for by applying a multiple testing correction algorithm to the observed *P*-values, in this case using the Benjamini and Hochberg method (32). Finally, microarray data of all genes, showing significant differential gene expression (*P* < 0.01) in any condition of this and the previous experiment (21) were combined and used in the down-stream analyses. A schematic illustration of the data analysis workflow is provided as supplementary figure (Supplementary Figure S1).

### Cis-regulatory element analysis

For the bioinformatics analysis of DNA cis-regulatory elements, we first extracted all non-overlapping gene promoter sequences from the set of known mouse genes at UCSC Genome Browser (33). The promoter sequences used in the analysis spanned from −600 bp to + 100 bp relative to the annotated transcription start site (TSS). To predict the regulatory motifs, we used the complete collection of 639 vertebrate transcription factor-binding site (TFBS) position weight matrices (PWMs) from TRANSFAC (34), with thresholds PWM score ≥0.85 and PWM core score ≥0.99. Overlapping and redundant promoters were discarded, keeping one per gene, for each subset of regulated genes and the corresponding background. We then compared the distribution of frequencies of predicted motifs in the subset of genes of interest with the distribution in the rest of mouse genes using the non-parametric Mann–Whitney–Wilcoxon test. FDR correction were applied to *P*-values according to the Benjamini and Hochberg method (32). The enrichment, log_2_(d/b), were defined as the fold-ratio between the mean number of sites in the subset of promoters of regulated genes (d) and mean of the rest of mouse promoters (b). GC content and length of promoter region together with the information content of a motif influence the number of promoters with putative binding sites. The fraction of promoters for which sites are predicted and the densities per sequence are taking into account using our methodology. The procedure was performed using the R package (R Development Core Team, 2007) and an in-house C-program, previously used to detect enrichment of IRF sites in genes upregulated after nerve injury (35). Significant overrepresented motifs were defined as those in the subset of interest with a minimum 2-fold enrichment, a corrected *P* < 0.005 and present in at least five promoters and 25% of the promoters in the gene subset. In case of highly redundant TRANSFAC matrices (e.g. V$NKFB_Q6_01 and V$NFKAPPAB65_01), only the results obtained with one of the matrices, usually the one with the lowest *P*-value, are shown. The sequence logos were constructed *a posteriori* using the actual content of each data set.

### Immunoblot

Preparation of protein lysates, separation by SDS polyacrylamid gel electrophoresis (SDS–PAGE), blotting and detection by antibodies was carried out as described previously (36): Briefly, phosphate buffered saline washed cells were lysed in RIPA-buffer [50 mM Tris–HCl, 150 mM NaCl, 1% (vol/vol) IGEPAL, 1% Na-Deoxycholate (vol/vol), 0.1% (weight/vol) SDS, 1 mM dithiothreitol, 0.2 mM phenylmethylsulfonyl fluoride (PMSF), 1 µg/ml leupeptin, 1 µg/ml pepstatin, 50 mM NaF, 0.1 mM Na-vanadate with Complete protease inhibitors (Roche) (pH 7.5)]. Samples were normalized according to Bradford protein staining, and equal amounts were subjected to denaturing SDS–PAGE. Gels were blotted on nitrocellulose membranes (Schleicher and Schuell) and probed with indicated antibodies. The same membrane was used and consecutively stripped with reblot solution (Merck). The following commercially available antibodies were used: α-β-actin (Sigma-Aldrich); α-STAT1, α-Iκb-α and α-STAT2 (Santa Cruz); phospho-Tyr-STAT1 (Cell Signaling), IRF1 (Santa Cruz) and phosphor-Tyr-STAT2 (Millipore).

### nCounter design, measurements and data processing

To investigate the role of STAT1 on the network of IFNγ-repressed genes (IRepG), we chose 50 genes to be analysed by nCounter technology (see Supplementary Table S3 for complete list of genes). Details of the nCounter system are presented in full in reference (37). We hybridized 50–100 ng of RNA for 16 h with the code set and loaded into the nCounter Prep Station followed by quantification using the nCounter Digital Analyser. Code sets were designed and constructed to detect the 50 genes of interest. Each code set probe matches ∼100 bases long exonic sequence of the target genes (see Supplementary Table S4 for sequences). Background correction and normalization of data were performed as follows. For each sample, the average + 2 standard deviations (SDs) of background counts (negative controls) were calculated. For each gene of each sample, the average + 2 SDs were subtracted from the counts. Expression of the target genes was normalized by taking the geometric mean of the expression of the seven reference genes into account (38).

## RESULTS

### Combining 4sU tagging and translational arrest to dissect IFN-mediated transcriptional regulation

To properly differentiate primary from secondary effects and address the role of positive and negative feedback loops, we analysed IFN-induced changes in transcription rates in presence and absence of the translational inhibitor CHX. NIH-3T3 cells were pre-treated with CHX for 15 min (or DMSO as mock-treatment control) before starting the 60 min incubation with 100 U/ml of IFNα, IFNγ and mock, respectively. During the last 30 min of IFN treatment, 4sU was added to the cell culture medium to metabolically label newly transcribed RNA (see Figure 1B for experimental setup). Before performing microarray analysis, we validated the suitability of the experimental conditions. Immunoblot analyses were performed to monitor the effect of IFN and CHX on canonical IFN- and NF-κB-signalling at protein level. As expected, following 1 h treatment, STAT1 was found to be tyrosine phosphorylated on IFNγ treatment and, to a lesser extent, on IFNα treatment, whereas STAT2 phosphorylation showed the opposite regulation (Figure 1C). Ablation of translation by CHX before IFN addition did not prevent STAT phosphorylation. IκBα degradation, a hallmark and a prerequisite of canonical NF-κB activation, was not observed on IFN incubation but became weakly apparent after 75 min of CHX treatment. Induction of IRF-1 protein was more pronounced on IFNγ incubation compared with IFNα and was completely abrogated by CHX co-treatment. These results qualified the experimental setup as model system for the subsequent analysis of IFN signalling.

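Newly transcribed RNA of NIH-3T3 mouse fibroblasts was measured on 18 arrays, 3 for each of 6 treatments: mock, IFNα or IFNγ, each without or with CHX. The paper and the sample labels call the 3 arrays of a treatment biological replicates. IFN was given at 100 U/ml for 60 min and CHX at 50 µg/ml from 15 min earlier, and the 4sU pulse of 500 µM covered 30 to 60 min of IFN treatment. The authors computed 1 intensity per probe set and array and scaled the arrays to each other. The paper names gc-RMA for this, and the submitters' notes name Affymetrix Expression Console. Here the log2 of these intensities was fitted with limma in a single model of the 6 treatments, after the 27773 probe sets with the highest signal on any array had been kept. A change was called at 2-fold or more and a Benjamini-Hochberg adjusted p under 0.01. Whether CHX changed an IFN response was tested as the difference between the response with and without CHX. The filter, the scaling, the log2 scale without an added constant and the fitting of all arrays together are choices that could change the numbers. So is the absence of the replicate number from the model. With 3 arrays per treatment the model left 12 residual degrees of freedom, and the number of arrays limits the precision of every value.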

Following the experimental setup shown in Figure 1B, total cellular RNA from the six different experimental conditions was isolated, 4sU-tagged newly transcribed RNA was purified and subjected to microarray analysis using Affymetrix MG430 2.0 arrays (three biological replicates). 

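The largest rises with IFNα were those of genes of the antiviral response: *Irgm2* (log2 change 7.22, SE 0.14), *Rtp4* (6.94, SE 0.24), *Igtp* (6.92, SE 0.23) and *Ifit1* (6.85, SE 0.19), each from 3 arrays per treatment and with adjusted p between 2.88e-13 and 1.85e-10. *Irgm2* and *Igtp* encode IFN-inducible GTPases, and *Ifit1* encodes a protein that binds viral RNA. With IFNγ the GTPase genes *Igtp* (8.88), *Irgm2* (8.84), *Gbp6* (8.50, SE 0.21) and *Iigp1* (8.15, SE 0.17) rose most, with adjusted p from 3.06e-14 to 6.47e-12. The largest falls with IFNγ were smaller, led by *Fgd3* (-2.40, SE 0.27, adjusted p = 5.08e-05) and *Tet1* (-1.84, SE 0.25, adjusted p = 2.99e-04). These genes lost the call when only the arrays of the comparison were fitted (adjusted p = 0.0122 and 0.0158). *Lurap1l* (-1.81, SE 0.17, adjusted p = 1.16e-05) and the integrin gene *Itgb8* (-1.71, SE 0.15, adjusted p = 4.25e-06) followed.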

Data were normalized using gc-RMA, and genes significantly regulated (>2-fold and *P* < 0.01) by either IFNα or IFNγ in presence or absence of CHX were identified. To include regulation of genes predominantly affected at later times of IFN treatment (at 3 h or 150–180 min), we also included the data from all genes identified in our previous study (21) for all subsequent analyses. This resulted in a list of 1031 probe sets significantly regulated by either IFNα or IFNγ (for complete list see Supplementary Table S1). 

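Log2 changes of the 1031 probe sets of the study's list were compared with the earlier arrays at 30 to 60 min. For IFNα Pearson's r was 0.863 (0.837, 0.846 and 0.845 for the 3 replicate numbers), and for IFNγ it was 0.889 (0.885, 0.847 and 0.861). Spearman's coefficients were 0.600 for IFNα and 0.858 for IFNγ. Among the 284 probe sets changed at least 2-fold by IFNα in the earlier arrays Spearman's coefficient was 0.755, and among the 484 changed by IFNγ it was 0.824. All of these are correlations across probe sets, which are not independent replicates.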

An excellent correlation (Pearson correlation coefficient: IFNα: 0.84 and IFNγ: 0.87, respectively) for both IFNα- and IFNγ-mediated differential gene expression was observed in newly transcribed RNA at 30–60 min between the previously published and the new data set, thereby confirming the high reproducibility of this approach.

### Short-term CHX treatment affects the expression of a multitude of genes

Before having a closer look at the IFN-regulated genes, we first examined the effect of CHX treatment on cellular gene expression in the absence of IFNs. 

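In cells without IFN, CHX changed 1829 of the 27773 probe sets tested. Among the largest falls were *Foxc2*, a forkhead transcription factor gene (log2 change -4.03, SE 0.53, adjusted p = 1.10e-04), *Ramp3*, which encodes a receptor-modifying protein (-3.80, SE 0.37), the coactivator gene *Ppargc1b* (-3.45, SE 0.29), *Phf10* (-3.30, SE 0.16) and the lipoprotein receptor gene *Vldlr* (-3.15, SE 0.23), with 3 arrays per treatment. A rise of 2.74 (SE 0.24, adjusted p = 3.38e-06) was measured for *Irf1*, whose product is itself a transcription factor of the IFN response. Fitted from the 6 arrays of the 2 treatments alone, 887 probe sets were called.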

In total, 343 probe sets showed differential regulation (>2-fold and *P* < 0.01) on CHX treatment (Figure 2A; for complete list of genes see Supplementary Table S2). Significantly more probe sets showed down-regulation (n = 209) than upregulation (n = 134), consistent with a more prominent role of short-lived activatory regulators in maintaining steady-state transcription in comparison with inhibitory factors. 

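CHX raised 698 probe sets (410 genes) and lowered 1131 (829 genes), so that 61.8% of the changes were falls. The split depended on the scaling between arrays: it was 768 raised and 918 lowered after quantile normalization, and 899 raised and 799 lowered after median centring. Median centring moved the median log2 change of all probe sets upwards, to 0.152. It was 0.0353 with the deposited values and 0.010 after quantile normalization. Known targets of Myc were prominent among the falls, with 17 of 35 lower and 1 higher (20 and 1 with p adjusted over the list alone). Examples are *Polr1b*, a subunit gene of RNA polymerase I (log2 change -2.14, SE 0.29, adjusted p = 1.41e-04), and *Ppat* of purine synthesis (-1.77, SE 0.19, adjusted p = 1.68e-05). Of 39 E2F targets 10 fell and none rose (12 over the list alone), among them *Cdc25a* (-1.72, SE 0.22, adjusted p = 1.04e-04). By camera the adjusted p was 2.40e-09 for the Myc list (adjusted p = 0.0131 with an estimated correlation) and 4.40e-04 for the E2F list (adjusted p = 0.208 with an estimated correlation). The paper regards the excess of falls as compatible with a larger role of short-lived activators than of inhibitors in steady-state transcription.

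**Figure D1:**
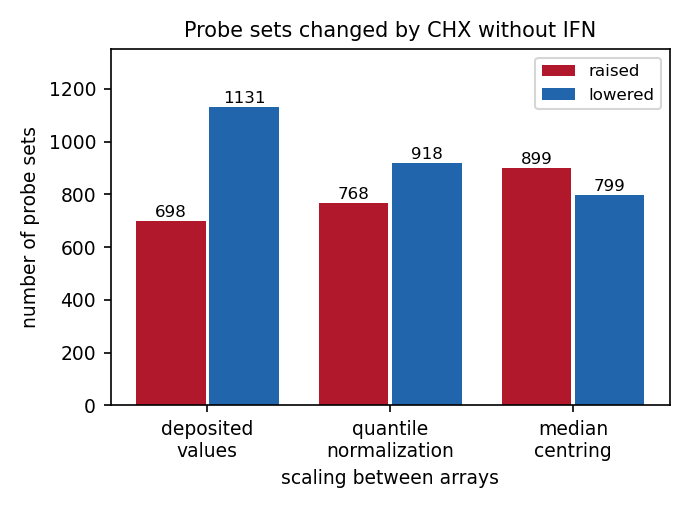
Number of probe sets raised and lowered by CHX without IFN (at least 2-fold and adjusted p under 0.01, 3 arrays per treatment), with the deposited scaling and after 2 other scalings between arrays. Falls outnumber rises with the deposited values (1131 against 698) and after quantile normalization (918 against 768). They do not after median centring (799 against 899).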

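Between 2- and 20-fold lay 1805 of the changes with CHX, and the median size of a called change was 1.44 in log2. Stress-response genes moved in both directions: *Chac1* (log2 change -2.97, SE 0.29, adjusted p = 9.77e-06) and *Trib3* (-2.36, SE 0.20, adjusted p = 3.05e-06) fell, and *Atf3*, which encodes a stress-induced transcription factor, rose (2.54, SE 0.30, adjusted p = 5.01e-05). Falls were more frequent: of 18 genes of the stress response of the endoplasmic reticulum 2 rose and 7 fell (3 and 9 with p adjusted over the list alone). Their median was -0.87, with a camera adjusted p = 0.0181 (adjusted p = 0.670 with an estimated correlation). Of 31 immediate-early genes 10 rose and 2 fell (14 and 3 with p adjusted over the list alone), at a median log2 change of 0.54 and a camera adjusted p = 8.03e-06 (adjusted p = 0.516 with an estimated correlation). *Klf6* was one of those that rose (1.13, SE 0.12, adjusted p = 1.84e-05).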

The vast majority of CHX-induced changes detectable in newly transcribed RNA during 45–75 min CHX treatment were in the range of 2–20-fold. 

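CHX raised 24 probe sets more than 20-fold. Canonical histone genes accounted for 9 of the 15 that are annotated with a single gene symbol: *H2bc21* (192.1-fold and 41.2-fold with 2 probe sets), *H1f2* (115.2-fold and 90.7-fold), *H2aw* (52.1-fold), *H2bc22* (44.8-fold), *H3c4* (30.1-fold), *H3c11* (21.0-fold) and *H3c7* (20.8-fold). The other 6 were *Ifnz* (107.7-fold), 4930412F09Rik (69.8-fold), *Traf1* (27.2-fold), *Krtap1-5* (27.0-fold), the chemokine gene *Cxcl2* (22.2-fold) and *Tnfaip3* (20.1-fold with 1 of its probe sets). Of such probe sets outside the histones there were 2 with log2(value + 16) and 4 with log2(value + 1). Adjusted p of these 15 lay between 9.24e-12 and 5.30e-04. Of the other 9, 6 are annotated with several histone genes alone, up to 262-fold, 1 with the symbol 1110002E22Rik listed 2 times (29.2-fold) and 2 with several genes. Over all 10 canonical histone genes measured, 8 rose (8 with p adjusted over the list alone) and the median log2 change was 4.65 (camera adjusted p = 4.54e-15). Of 10 histone genes listed here as replication-independent 2 rose (2 over the list alone), with a median of 0.35 and a camera adjusted p = 0.0181 (adjusted p = 0.332 with an estimated correlation). The 2 were *H2ax* (log2 change 2.945) and *H3f3b* (2.115). When only the arrays of the comparison were fitted, *H3f3b* had an adjusted p = 0.0296. The paper's supplement reports that non-canonical histones did not show this effect.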

Interestingly, with the sole exception of ‘TNF receptor-associated factor 1’ (*traf1*) all transcripts showing >20-fold induction encode canonical histones. It is well described that CHX treatment results in significant induction of canonical histone mRNA levels owing to alterations in RNA synthesis, processing or decay (39–41). However, the extent and the celerity of this induction observed in newly transcribed RNA were not expected. The relative contributions of RNA synthesis, processing and decay can be dissected by gradually reducing the duration of labelling (25). By shortening the duration of 4sU labeling from 30 to as little as 5 min and analysing histone RNA expression by qRT-PCR, we show this regulation to be predominantly mediated by CHX-induced changes in RNA processing rather than changes in RNA synthesis (Supplementary Figure S2), which is consistent with previous studies.

**Figure 2.**
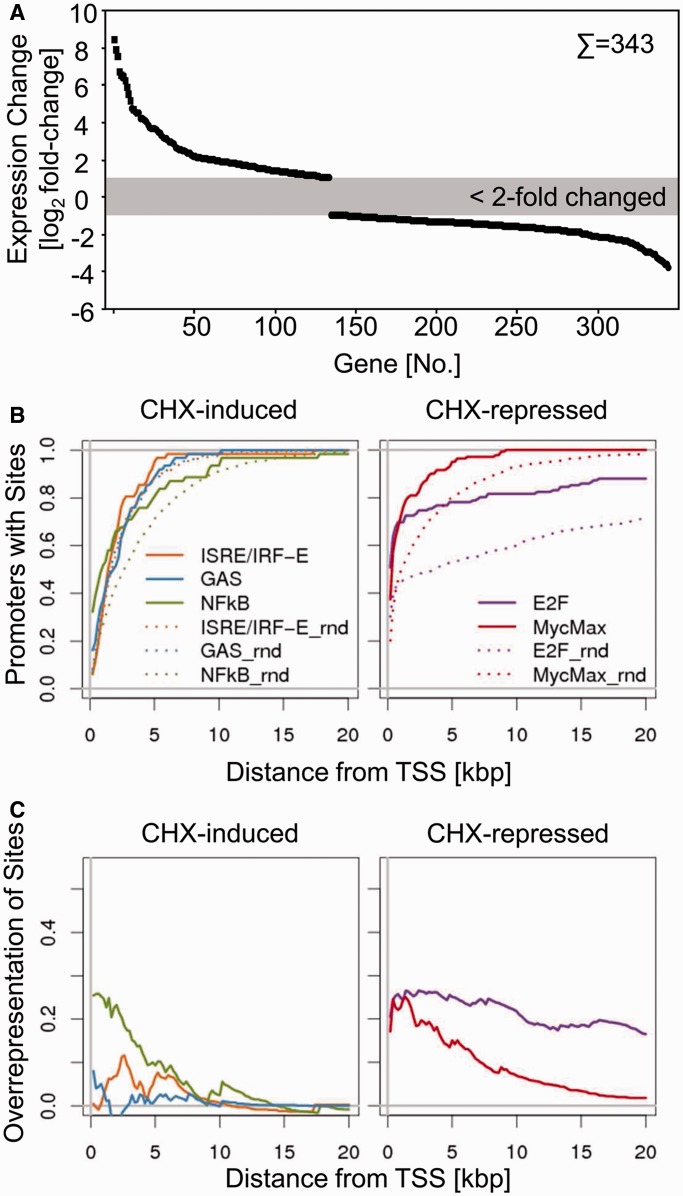
Changes in newly transcribed mRNAs upon inhibition of translation. (**A**) Expression change (depicted in a log_2_-scale) of significant changes of probe sets on treatment of CHX. (**B**, **C**) Distribution and enrichment of promoter/enhancer elements with respect to the TSS. The upper panel (**B**) depicts the cumulative percentage of genes harbouring the indicated element in comparison with randomly chosen gene set. The lower panel (**C**) depicts the enrichment in regulated genes in comparison with 1000 randomly chosen genes by subtracting from the curves shown in the upper panel.

### Cis-regulatory elements in CHX-regulated genes

Prolonged CHX treatment is known to result in NF-κB activation owing to decay of short-lived inhibitory proteins like Iκbα, which has an intrinsic protein half-life of 30–60 min (42).· To gain further insights into the transcription factors involved in CHX-mediated differential gene expression, we performed promoter analysis scanning for *cis*-regulatory elements in the proximal promoter regions of the corresponding genes. As the principle behind CHX-mediated induction of canonical histones has been shown to be histone mRNA specific and predominantly owing to their 3′-UTR resident stem-loop structures (43), we omitted these genes from further *in silico* analysis and focused on the remaining genes. We focused on DNA motifs significantly overrepresented between 600 bp upstream and 100 bp downstream of the TSS. We preformed promoter analyses using the TRANSFAC collection of TFBS profiles (34). Consistent with published data and with the reduction in IκBα observed in our immunoblot analysis (Figure 1C), this revealed a significant enrichment of NF-κB sites in genes over-expressed in the presence of CHX (33.9% of genes, *P* < 5.0 × 10^−^^8^, Table 1).

**Table 1.** Promoter analysis of CHX- and IFN-regulated genes

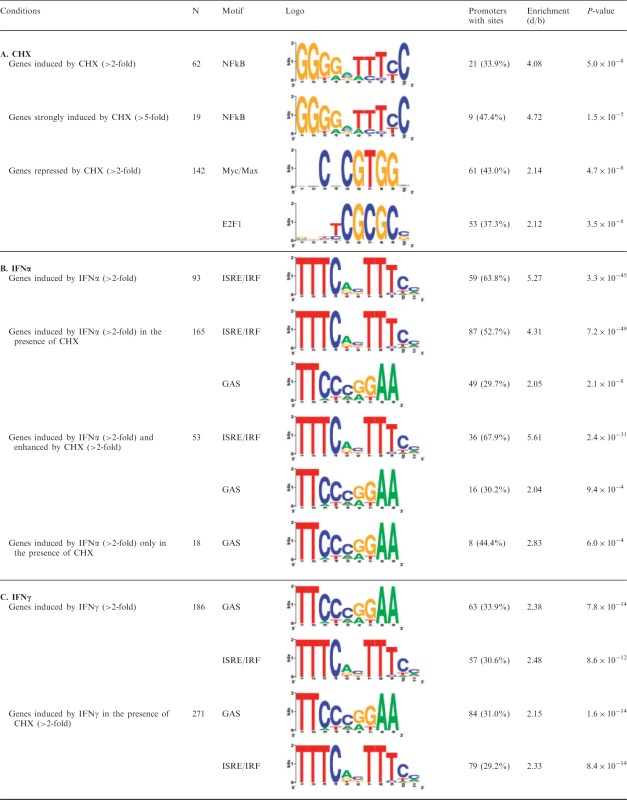
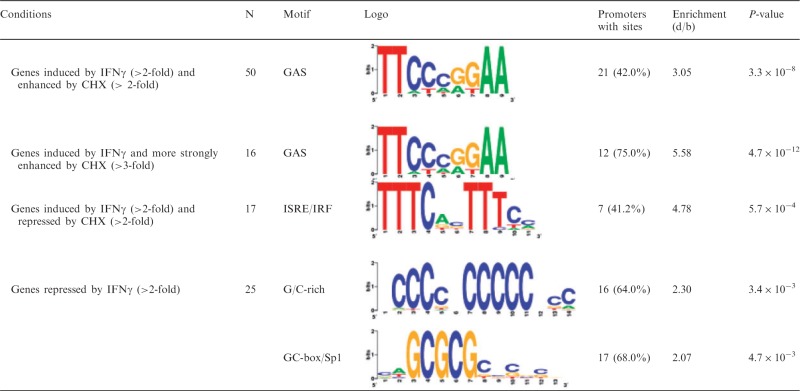

Over-represented *cis*-regulatory elements in genes showing differential expression in CHX (**A**), IFNα (**B**) and IFNγ (**C**)-treated cells. The number of genes that fulfilled the indicated conditions as well as the overrepresented transcription factor binding motifs (Logo), number of genes with sites (%), fold-ratio of mean number of sites in the data set and the mean in the background (d/b) and Mann–Whitney–Wilcoxon test corrected *P*-values are shown. Please note that some figures show differentially regulated probe sets, whereas this table depicts *bona fide* genes; therefore, the numbers necessarily vary. See Supplementary Table S5 for further details (e.g. d and b values).

Among the genes under-expressed in the presence of CHX, we found a significant enrichment of genes containing c-Myc/Max (43% of genes, *P* < 4.7 × 10^−^^8^) and E2F1 (37.3% of genes, *P* < 3.5 × 10^−^^8^) binding sites within their promoter/enhancer regions (Table 1). Both are considered to mainly fulfil transcriptional activator functions, although repressive effects have been described. c-Myc/Max is an essential heterodimeric transcription factor, composed of the two basic helix-loop-helix zipper proteins c-Myc and Max, which binds to E-boxes and regulates transcription to control cell proliferation, differentiation and cell death [reviewed in (44)]. E2F1 plays an important role in cell cycle control [reviewed in (45)]. In this context, it is noteworthy that c-Myc contains E2F-binding sites in its promoter (46,47), indicating that aforementioned CHX-affected gene sets are interrelated. Our data document the transcriptional changes elicited by CHX in absence of other stimuli owing to decay of transcriptional regulators known to have short protein half-lives, e.g. IkB-α, E2F and Myc (42,48–51).

To further substantiate the promoter/enhancer elements enriched among genes differentially expressed in presence of CHX, we calculated the cumulative abundance of NF-κB, E2F and Myc/Max consensus sites within 200 bp bins in the 20 kb upstream of the TSS of regulated genes in comparison with upstream regions of 1000 randomly chosen promoters. Owing to the focus of the present study on IFN-regulated genes, we also included ISRE/IRF and GAS consensus motifs, despite the fact that we did not observe a significant enrichment of these sites in CHX-regulated genes (Figure 2B and C). To highlight the relative enrichment, we plotted a subtraction of the presence in regulated genes versus the presence in a set of random genes (Figure 2C). Although the distribution of NF-κB sites showed a peak in the 2–5 kb region upstream of the TSS, the distribution of Myc/Max sites and especially of E2F sites is more flattened, suggesting that the effect of these transcription factors seems to be more far-reaching.

### Negative feedback loops already dominate secondary feedback mechanisms during the first hour of IFN treatment

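IFNα raised 128 probe sets (76 genes) and lowered 11, and IFNγ raised 394 (260 genes) and lowered 58 (45 genes). The chemokine gene *Cxcl10* rose by 5.73 in log2 with IFNα (SE 0.43, adjusted p = 9.96e-07), and *Mx2*, an antiviral GTPase gene, by 6.03 (SE 0.08, adjusted p = 5.66e-15). With IFNγ the chemokine gene *Cxcl9* rose by 8.12 (SE 0.21, adjusted p = 5.97e-12), and *Irgm1* and *Gbp7* by 7.24 (SE 0.29) and 7.01 (SE 0.22). Both IFNs were compared with the same 3 mock arrays. Fitted from the 6 arrays of each comparison alone, IFNα raised 88 and IFNγ 231.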

At 30–60 min, IFNα and IFNγ significantly induced expression for 179 and 399 probe sets at least 2-fold, respectively (Figure 3A). 

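With CHX present, IFNα raised 247 probe sets (154 genes) and lowered 1, and IFNγ raised 714 (443 genes) and lowered 170 (113 genes). *Mx2* reached 7.78 with IFNα and CHX, *Gbp6* 7.28, and *Parp9* 5.67 (SE 0.16, adjusted p = 5.63e-12). With IFNγ and CHX *Cxcl9* reached 10.46 (SE 0.21, adjusted p = 2.91e-13) and *Tap1*, a peptide transporter gene of antigen presentation, 7.37 (SE 0.22, adjusted p = 1.32e-11). Fitted from the 6 arrays of each comparison alone, the rises numbered 128 and 255. As a test of the difference itself, 52 probe sets had a larger IFNα response with CHX and none a smaller one by limma. At an unadjusted p < 0.05 there were 1099 of either direction, fewer than a share of 0.05 of the 27773 tested. That number is therefore no sign of further changes. For IFNγ 55 had a larger and 11 a smaller response with CHX. The totals were 29 and 27 from the arrays of the 4 treatments alone and 28 and 42 after median centring, and the IFNγ total was 36 without the mock array of replicate 2. Both totals were larger with the replicate number as a block in the model.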

CHX treatment increased the number of IFNα-induced probe sets from 179 to 282 and IFNγ from 399 to 478. In addition, it resulted in a ∼2.6-fold median enhancement of probe sets already induced >3-fold by IFNα in the absence of CHX. 

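The 101 probe sets (59 genes) that IFNα raised more than 3-fold without CHX responded 2.37-fold more strongly in the median with CHX. The 3 replicate numbers gave 2.30, 2.31 and 2.28-fold (SD 0.0147). The response was higher with CHX for 95 of them and lower for 6, and 26 passed the test of the difference, all of them higher. As a group they were shifted upwards with an adjusted p = 2.61e-08 by fry, which tests the direction of a set and does not compare it with other genes.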

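For the probe sets raised more than 3-fold by IFNα, the log2 change with CHX rose with that without CHX along a line of slope 0.993 and intercept 1.17 (r = 0.861 across probe sets, which are not independent replicates). The slopes of the 3 replicate numbers were 0.966, 0.990 and 0.904. Single probe sets lay around the line with a residual SD of 0.84, and the gains at the lower and upper quartile were 0.67 and 1.72. *Oasl1*, an antiviral gene, gained 2.83 in log2 (SE 0.34, adjusted p = 0.00113, and 0.0252 from the arrays of the 4 treatments alone), *Iigp1* 1.89 (SE 0.24, adjusted p = 0.00167) and *Parp9* 1.66 (SE 0.22, adjusted p = 0.00211). For *Rtp4* and *Ifit1* the log2 changes with IFNα and CHX were 7.04 and 6.97.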

Interestingly, when we compared the fold-changes induced by IFNα in absence and presence of CHX, an almost parallel up-shift of the linear regression line became evident, indicating that almost all IFN-regulated probe sets are subjected to a similar expression increase on blocked translation (Figure 3B). This suggests a common negative feedback mechanism requiring *de novo* protein synthesis, which already dominates the secondary signalling events within 30–60 min of IFNα encounter. Thus, at least one essential component of this negative feedback mechanism requires active translation. 

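The gain of these IFNα-induced genes was found in the cells with IFNα. Their level with IFNα and CHX was 1.33 in log2 above that with IFNα alone in the median (SD 0.0460 over the replicate numbers). Without IFNα the same genes differed by 0.06 between CHX and mock (SD 0.0217), and by -0.00238 after quantile normalization. The paper proposes from the parallel shift a common negative feedback that needs newly made protein and acts within 30 to 60 min of IFNα.

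**Figure D2:**
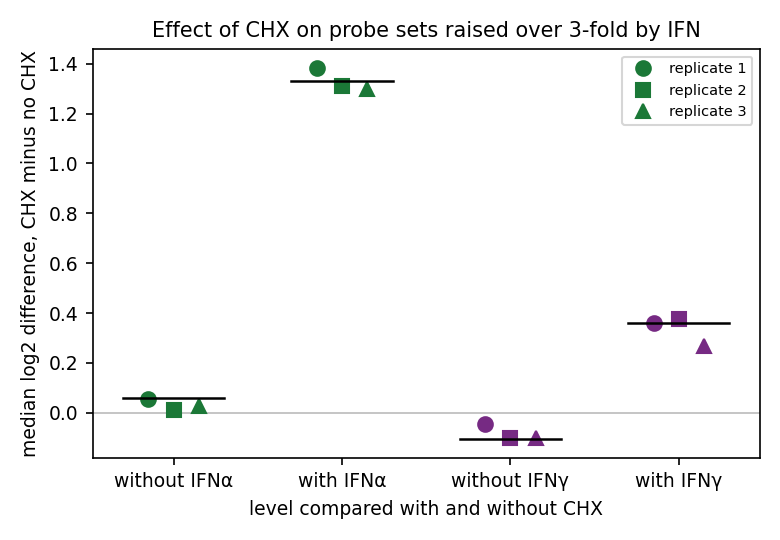
Median log2 difference between cells with and without CHX, over the 101 probe sets raised more than 3-fold by IFNα (green) and the 250 raised by IFNγ (purple), for cells without and with the IFN. Each point is 1 replicate number and the line is the median over probe sets of the differences of treatment means: 0.06 and 1.33 for IFNα, -0.11 and 0.36 for IFNγ.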

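Of 5 named negative regulators of IFN signalling, *Usp18*, which encodes an inhibitor of the type I IFN receptor, rose with IFNα by 6.62 in log2 (SE 0.15, adjusted p = 1.41e-12, 98.2-fold, and 28.8-fold with log2(value + 16)). The changes of *Socs3* (0.71, SE 0.27, adjusted p = 0.620), *Socs2* (0.58, SE 0.22, adjusted p = 0.607), *Socs1* (0.89, SE 0.36, adjusted p = 0.703) and *Irf2* (0.14, SE 0.44, adjusted p = 1.00) did not pass the test with 3 arrays per treatment. For *Socs3*, *Socs2*, *Socs1* and *Irf2* the study's list gives larger log2 changes in the earlier arrays, up to 2.22, 2.07, 1.26 and 0.775. With CHX present the response of *Usp18* to IFNα was larger by 1.72 (SE 0.21, adjusted p = 0.00138). *Socs1* and *Socs2*, which encode inhibitors of JAK signalling, rose with IFNα and CHX by 2.11 (SE 0.36, adjusted p = 0.00491) and 1.50 (SE 0.22, adjusted p = 0.00117), and lost these calls when only the 6 arrays of the comparison were fitted (adjusted p = 0.0899 and 0.128). The difference made by CHX did not pass for either (adjusted p = 1.00 and 0.704). The rise of *Socs1* with IFNα and CHX started from a level that CHX alone had lowered. That change was -1.52 (adjusted p = 0.00862, and 0.0220 from the 6 arrays of the comparison alone). With log2(value + 16) the call of *Socs1* with IFNα and CHX was lost too (adjusted p = 0.0155). With IFNγ *Socs3* rose by 2.51 (SE 0.27, adjusted p = 4.47e-05). Of 18 negative regulators measured 1 rose with IFNα (1 with p adjusted over the list alone), at a median of 0.16 and a camera adjusted p = 9.81e-05 (adjusted p = 0.0939 with an estimated correlation).

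**Figure D3:**
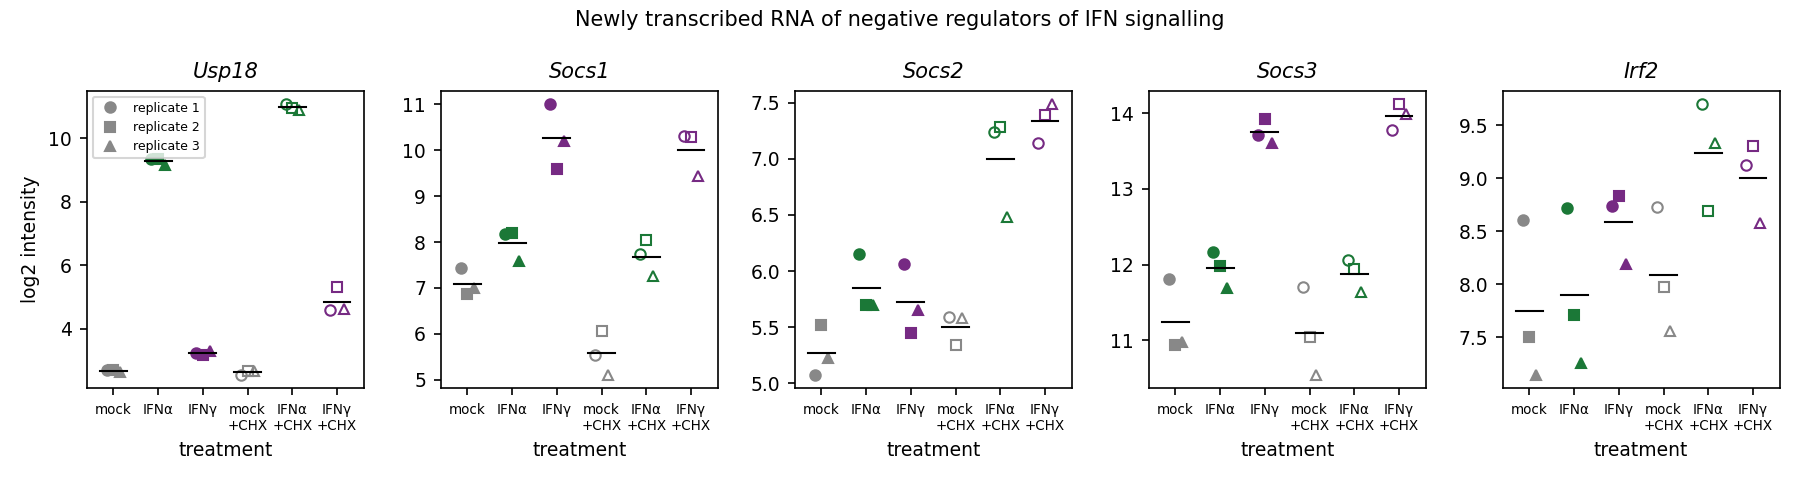
Log2 intensity of 5 negative regulator genes in the 6 treatments, with 1 point per array (3 per treatment, filled without CHX and open with CHX) and a line at the mean. *Usp18* rose by 6.62 with IFNα, and *Socs3* by 2.51 with IFNγ.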

Among the genes induced by IFNα in the respective time frame, we found a number of genes that have previously been implicated in the negative regulation of type I IFN responses, e.g. *usp18* (103.9-fold induced), *socs3* (4.59-fold induced), *socs2* (4.19-fold induced), *socs1* (2.39-fold induced) and *irf2* (1.72-fold induced).

**Figure 3.**
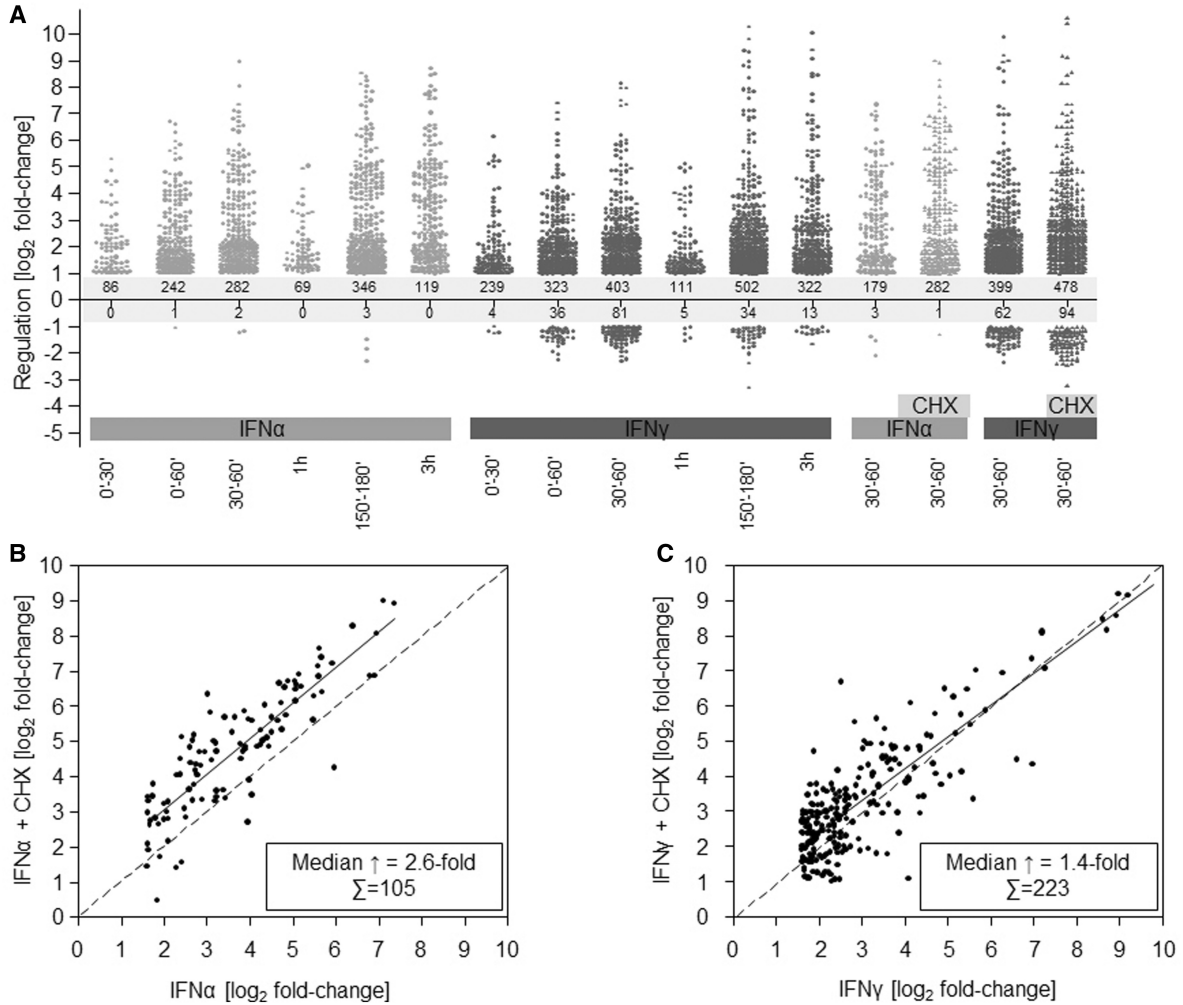
Negative feedback mechanisms dominate early IFN responses. (**A**) Differential regulation by IFNα (light grey) or IFNγ (dark grey) at indicated time points. Each significantly regulated probe set is represented by a dot. (**B**, **C**) Effect of CHX on IFN-mediated differential gene expression. The correlation of changes in gene expression in between genes regulated in absence (*x*-axis) or presence of CHX (*y*-axis) by either IFNα (**B**) or IFNγ (**C**) are depicted in a log_2_-scale. The insert displays the number of genes and the fold increase (median) owing to inhibition of translation.

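CHX changed IFNγ responses in both directions. The response was larger with CHX for *Icam1*, an adhesion molecule gene (log2 difference 4.50, SE 0.34, adjusted p = 1.43e-05), *Serpinb1a* (4.54, SE 0.40, adjusted p = 6.25e-05) and the chemokine gene *Cxcl11* (5.25, SE 0.42, adjusted p = 2.61e-05). It was smaller for the chemokine gene *Ccl11* (-2.91, SE 0.29, adjusted p = 1.76e-04) and for *Irf1* (-2.23, SE 0.34, adjusted p = 0.00698), which IFNγ raised by 5.61 without CHX and by 3.38 with it, from a level that CHX alone had raised. The difference for *Irf1* did not pass when only the arrays of the 4 treatments were fitted (adjusted p = 0.0610).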

For IFNγ-induced probe sets, a more complex picture was observed. Although CHX treatment also resulted in a noticeable, although less prominent, overall enhancement (∼1.4-fold) of IFNγ-induced changes, this was more heterogeneous than observed for IFNα and included both enhancement and inhibition indicative of partially opposing regulation circuits. Nevertheless, the net effect [19.8% more genes (399 versus 478) being significantly induced and a median ∼1.4-fold increase per gene in presence of CHX] underlines the importance of the translation-dependent negative feedback loop also for IFNγ responses (Figure 3C).

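The 250 probe sets (166 genes) that IFNγ raised more than 3-fold responded 1.31-fold more strongly in the median with CHX, with 1.30, 1.30 and 1.27-fold for the 3 replicate numbers (SD 0.0170). The response was higher for 160 and lower for 90. Of these probe sets 11 passed the test of the difference as higher and 2 as lower, and the quartiles of the log2 difference were -0.30 and 0.93. Around a line of slope 0.928 and intercept 0.53 the residual SD was 0.99. As a group they were shifted upwards with a fry adjusted p = 0.0151.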

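*Usp18* was among the genes whose IFNγ response was larger with CHX (log2 difference 1.66, SE 0.21, adjusted p = 0.00197, and 0.0254 from the arrays of the 4 treatments alone), with 0.55 for IFNγ alone and 2.21 with CHX. The paper takes the net gain as a sign that negative feedback dependent on translation matters for IFNγ too.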

### Cis-regulatory elements within IFNα-induced genes

To gain further insights into the gene expression pathways responsible for the observed changes, we performed promoter analysis looking for *cis*-regulatory elements in the proximal promoter regions. We focused on DNA-sequences significantly overrepresented from 600 bp upstream to 100 bp downstream of the TSS. As expected from the wealth of knowledge concerning the IFN-signal transduction pathways, we observed ISRE/IRF sites (STAT2:STAT1:IRF-9 or IRFs) to be significantly overrepresented (*P* = 3.3 × 10^−^^45^) among IFNα-induced genes (n = 93, 63.8% of genes with sites, see Table 1). This was not significantly affected by co-incubation with CHX (52.7% of genes with sites, *P* = 7.2 × 10^−^^49^) consistent with ISRE/IRF-signalling representing the canonical and primary type I IFN signalling. On CHX co-treatment, GAS (STAT-binding) sites also became significantly overrepresented (29.7% of genes, *P* = 2.1 × 10^−^^8^). Most likely, binding of STAT1:STAT1 homodimers (termed AAF) or STAT1:STAT3 heterodimers is responsible for this regulation. In addition, both ISRE (67.9% of genes, *P* = 2.4 × 10^−^^31^) and GAS (30.2% of genes, *P* = 9.4 × 10^−^^4^) elements were found to be significantly overrepresented among genes, which were more strongly induced on co-incubation with CHX. This indicates that negative feedback not only shapes the quantity but also the quality of the IFNα response.

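At least 2-fold induction by IFNα with CHX, less than 2-fold without it and a called difference between the 2 responses were met together by 21 probe sets, 17 of them annotated with a single gene. The chemokine genes *Cxcl9* and *Cxcl11* rose by 6.26 and 4.61 in log2 with CHX, against 0.74 and 0.12 without it (difference 5.52, SE 0.30, adjusted p = 7.20e-07 and 4.49, SE 0.42, adjusted p = 1.07e-04). *Nlrc5*, which encodes an activator of MHC class I genes, rose by 3.43 with CHX against -0.01 without it (adjusted p of the difference 1.47e-06), *Apol7a* by 3.37 against 0.37, and *Cyp26a1*, a retinoic acid oxidase gene, by 3.35 against 0.00. Also met by these rules were *Crem*, *Oas1c*, *Rsad2*, *Sp100*, *Il15ra* and *Casp4*. *Rsad2* and *Sp100* met them with 1 probe set each, and other probe sets of theirs rose with IFNα alone, by up to 2.98 and by 1.54. Without the test of the difference 102 probe sets met the fold rules.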

We also observed genes induced by IFNα only in presence of CHX but not by IFNα treatment alone. Interestingly, the vast majority of these were not induced even at 150–180 min of sole IFN treatment, indicating that this induction is not only due to a change in the kinetics of gene regulation but also a *bona fide* de-repression exerted by CHX treatment. 

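For 12 of the 21 probe sets induced by IFNα with CHX alone, the study's list holds the response to IFNα at 150 to 180 min in the earlier arrays. It was at least 2-fold for 8 of the 12, with a median log2 change of 1.52. BC023105 had a change of 4.21, *Apol7a* 3.00, *Nlrc5* 2.91 and *Il15ra* 2.25 at that time, and *Cxcl9*, *Cxcl11* and *Crem* had 0.84, 0.46 and 0.43. Of the 102 probe sets found without the test of the difference 72 are on the list, and 50 of these were induced at least 2-fold at 150 to 180 min. The list holds probe sets changed in any of its conditions, the later time included, so these shares are not those of all 21 or 102. From the absence of later induction the paper reasons that CHX removed a repression and did not only change the kinetics.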

Interestingly, GAS sites were significantly enriched (44.4% of genes, *P* = 6.0 × 10^−^^4^) among these genes, hinting at a translation-dependent control module acting on GAS-containing genes on encounter of IFNα which requires further studies.

### Cis-regulatory elements within IFNγ-induced genes

As expected, we found an enrichment (33.9% of genes, *P* = 7.8 × 10^−^^14^) of GAS sites within the proximal promoter regions of IFNγ-induced genes (Table 1). Similar percentages and *P*-values were found within genes upregulated by IFNγ in presence of CHX. Interestingly, we also observed significant overrepresentation of ISRE/IRF sites with comparable frequencies and *P*-values in the IFNγ-induced genes (30.6% of genes, *P* = 8.6 × 10^−^^12^), irrespective of CHX co-administration (29.2% of genes, *P* = 8.4 × 10^−^^14^), indicating that ISRE/IRF-containing genes constitute a considerable fraction of the IFNγ response. In addition, ∼20% of the genes induced by IFNγ, irrespective of the presence of CHX, harbour an ISRE/IRF element but no GAS site (within the assessed promoter/enhancer region), arguing against ‘hitchhiker’ effects as the sole explanation for this observation. This is consistent with previous data on STAT2 phosphorylation and ISGF3 activation in response to IFNγ (8,9,52). On the other hand, ISRE/IRF sites were found to be the only significantly overrepresented elements (41.2% of genes, *P* = 5.7 × 10^−^^4^) in the genes that showed reduced induction by IFNγ on CHX co-treatment. Therefore, the ISRE/IRF-response at 30–60 min of IFNγ treatment most likely constitutes a composite response, which both includes direct induction via ISGF3 (induced irrespective of CHX and repressed by translation dependent negative feedback mechanisms) as well as translation-dependent signalling mediated by, for example, IFNγ-induced IRF proteins like IRF-1 thereby at least partially explaining the more diverse effects of CHX on the IFNγ-induced genes.

### Temporal changes and stringency in occupancy of cis-regulatory elements

We assessed the frequency of genes with a given induction strength (2^1 ^-, 2^2 ^-, 2^3 ^- or 2^4^-fold induced) at a given time interval post IFN treatment containing either ISRE or GAS sites (Figure 4A and B). Although we did not find a significant enrichment of NF-κB motifs within ISGs, we included NF-κB as control owing to its prominent role in innate immune signalling and its previously described implication in IFN signal transduction (53). When looking at genes induced >2-fold by IFNα, we found, irrespective of the labelling interval, 60% of genes to harbour ISRE/IRF sites. Only 20–30% of genes contained GAS sites and <20% contained NF-κB sites (Figure 4A). The stronger genes were induced by IFNα within the first 30 min, the higher was the likelihood to find ISRE/IRF sites, culminating in the finding that 100% of genes induced >8-fold within the first 30 min contained ISRE/IRF elements (Figure 4A). This indicates that strong and rapid induction by IFNα can be sufficiently explained by the presence of ISRE/IRF sites within the proximal promoter/enhancer region.

**Figure 4.**
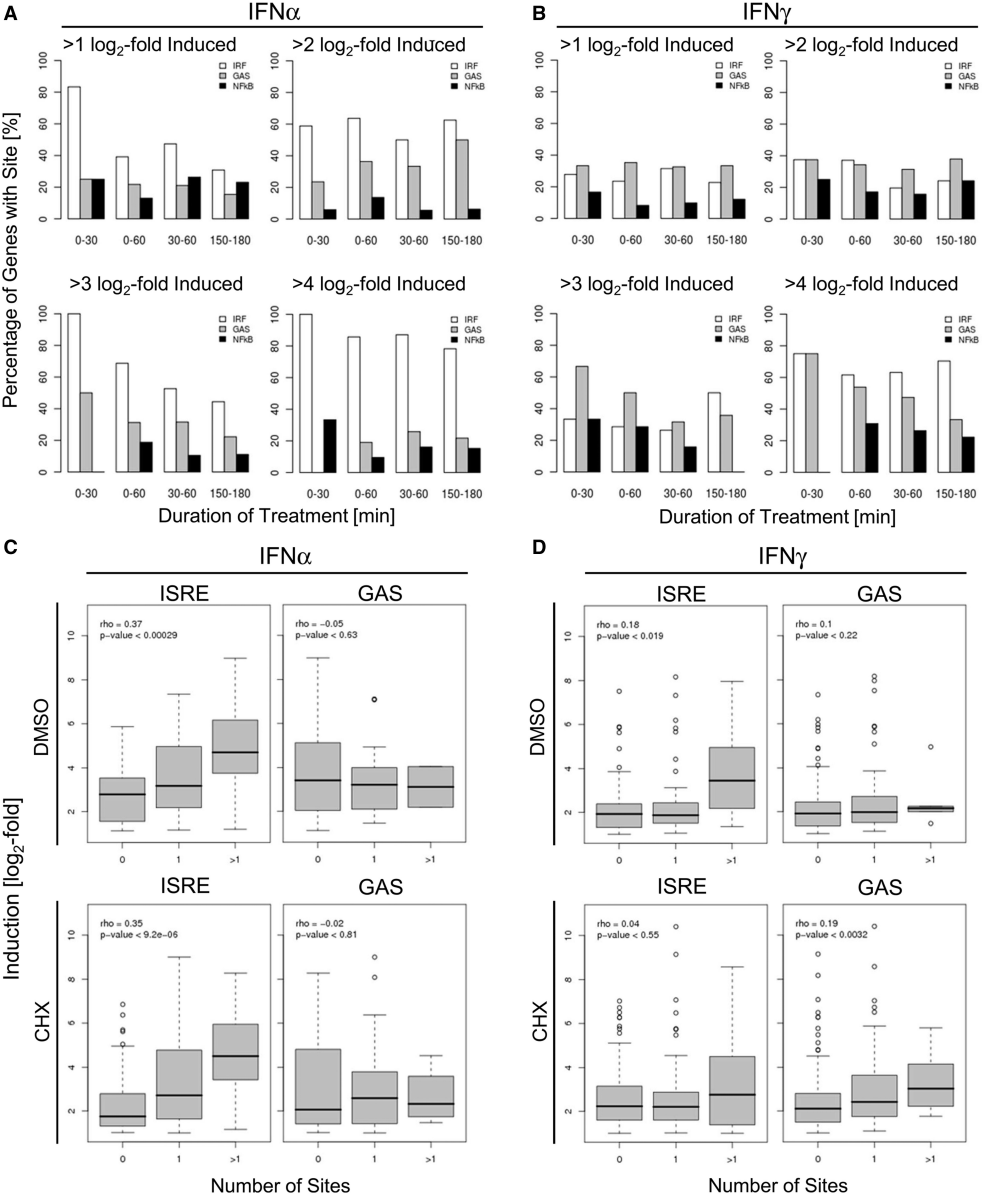
Temporal resolution (**A**, **B**) and co-operative nature (**C**, **D**) of TFBS enrichment in relation to transcriptional changes. (A) Percentage of genes harbouring an ISRE/IRF (white bars), a GAS (grey bars) or an NF-κB (black bars) element on IFN incubation within the indicated time frame (0–30, 0–60, 30–60 and 150–180 min of IFNα incubation, respectively) in respect to the individual strength of induction (more than two-, four-, eight- and 16-fold). (**B**) The same figure as in A, but for IFNγ. The median fold induction (depicted in a log_2_-scale) for IFNα- (**C**) and IFNγ-induced genes (**D**) is shown in respect to the number of ISRE/IRF or GAS elements in their promoter/enhancer (0, 1 or >1) on IFN incubation in absence (upper panel) or presence (lower panel) of CHX. The *P*-value of the correlation between number of sites and induction is indicated in the diagrams.

In >2-fold IFNγ-induced genes, we found enrichment of ISRE/IRF and GAS sites with similar percentages (30–40%) (Figure 4B). These percentages increased to 70–80% in genes induced more vigorously by IFNγ (>8 - or even >16-fold) within the first 30 min of IFNγ treatment but did not reach 100% as observed for the most strongly IFNα-induced genes (Figure 4B). Interestingly, strongly IFNγ-induced genes showed a motif changeover during on-going IFNγ treatment with the percentage of genes harbouring a GAS site gradually decreasing from >70% (0–30 min) to <33% (150–180 min). In contrast, the percentage of genes with an ISRE/IRF site slightly increased from 50 to 65%. This suggests a temporal change in the transcriptional program during IFNγ treatment from an immediate-early GAS-response towards a secondary ISRE/IRF-mediated response later on, likely due to the second wave of regulation mediated by transcription factors like IRF-1.

### Cooperative effects of ISRE/IRF and GAS sites

When we divided genes in classes depending on the number of ISRE/IRF elements, we observed that genes harbouring an ISRE/IRF element in their proximal promoter regions are more strongly induced upon IFNα than those lacking an ISRE/IRF element and that genes harbouring more than one ISRE/IRF site are also more strongly induced by IFNα compared with genes with only one element (Figure 4C; *P* < 0.00029). The same was observed for the genes induced by IFNα in presence of CHX; *P* = 9.2 × 10^−^^6^). This suggests an additive and cooperative nature of ISRE/IRF-E elements. A biochemical counterpart to this observation has been made previously (54). Among IFNγ-induced genes, we also observed an increased induction of genes harbouring more than one ISRE/IRF site within their proximal promoter region (Figure 4D)—although this was less pronounced in terms of significance (*P* < 0.019) and intensity. GAS sites within IFNα-induced genes did not show such a trend. However, the number of IFNα-inducible genes containing more than one GAS site was only low (n = 2).

To exclude the possibility that regulation via ISRE/IRF sites might simply mask cooperative effects of GAS sites, we had a closer look at IFNγ-inducible genes, which lack ISRE/IRF sites but harbour no, one, or more than one GAS site within their promoter/enhancer elements, respectively. Interestingly, we found that GAS sites seemingly act cooperatively on IFNγ and CHX co-treatment but not on IFNγ-treatment alone (Supplementary Figure S3), which might indicate that negative feedback-loops mask such additive effects on promoters containing multiple GAS sites.

### Cis-regulatory elements in distal promoter regions

Although the majority (>70%) of IFNα-induced changes can likely be attributed to ISRE/IRF and GAS sites present in proximal promoter regions (PPR, −600 to +100 bp from TSS) about half of the IFNγ-induced genes had no ISRE/IRF, GAS or NF-κB sites in their PPR. As we did not find any additional significantly overrepresented motif available in the TRANSFAC database in the PPR, we extended our promoter analysis to look for ISRE/IRF, GAS or NF-κB sites as far as 20 kb upstream of the TSS. The proportion of promoters that had at least one of the motifs at a given distance for IFNα- and IFNγ-induced genes compared with non-induced genes is depicted in Figure 5. After subtracting the background signal, it can be clearly appreciated that the strongest signal for ISRE and GAS is located in the PPR. Compared with promoters of IFNα-induced genes, promoters of IFNγ-induced genes showed a less pronounced accumulation of ISRE motifs but a stronger accumulation of GAS sites.

**Figure 5.**
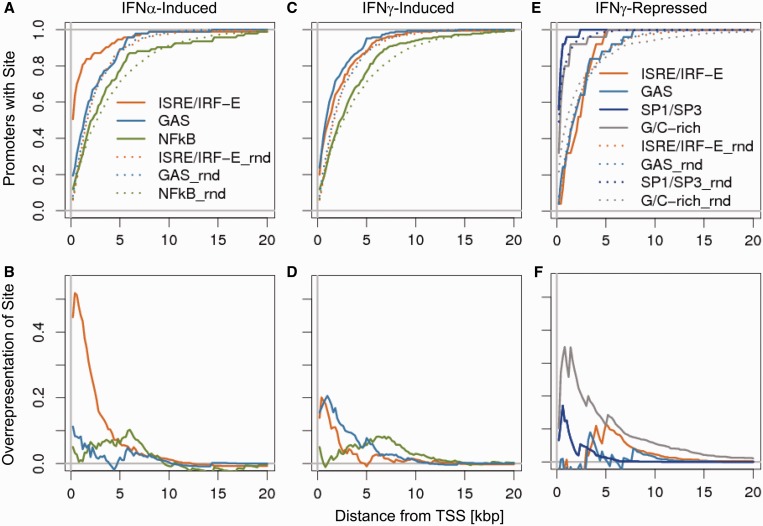
Positional distribution of TFBS. Distribution and enrichment of elements [ISRE/IRF (orange), GAS (light blue), NF-κB (green), SP1/SP3 (dark blue) and G/C-rich (grey)] in respect to the TSS for IFNα-induced (**A**, **B**), IFNγ-induced (**C**, **D**) and IFNγ-repressed (**E**, **F**) genes. Curves derived from regulated genes are shown as straight lines and the non-regulated control genes are depicted as dotted lines. The Upper panel (**A**, **C**, **E**) shows the additive percentage of genes harbouring the indicated element in comparison with randomly chosen gene set. The lower panel (**B**, **D**, **F**) depicts the over-representation of elements in the regulated genes in comparison to the non-regulated genes by subtracting of the curves shown in the upper panel.

### The network of IRepG constitutes a primary IFN response

As stated earlier in the text, IFNγ is capable to repress the expression of a set of genes (21). We were therefore interested to test whether this response constitutes a primary or secondary response to IFNγ. 

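The study's list holds 81 probe sets at least 2-fold lower with IFNγ in the earlier arrays, and 79 of them (48 genes) were tested here. Of these, 54 were more than 1.5-fold lower with IFNγ in the new arrays and 64 with IFNγ and CHX. Their median log2 change was -0.93 (-0.78, -0.84 and -1.03 for the 3 replicate numbers), and their common direction had a fry adjusted p = 3.28e-07. The G protein regulator gene *Rgs4* (-1.70, SE 0.24, adjusted p = 4.50e-04), the differentiation inhibitor gene *Id4* (-1.71, SE 0.18, adjusted p = 3.89e-05) and *Bnc1* (-1.48) are among those that fell. By adjusted p alone 15 of the 79 were called lower without CHX and 37 with it.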

We found the majority of the ∼80 probe sets described to be repressed by IFNγ to be also >1.5-fold downregulated on IFNγ treatment in our current experiments (Figure6A). Most importantly, 35 of 38 probe sets, which showed >2-fold repression in both the old and new experiment by IFNγ treatment alone, were also >2-fold repressed by IFNγ in presence of CHX. This finding excludes the necessity of *de novo* protein translation for this transcriptional repression and reveals a direct role of IFNγ-signalling in transcriptional repression. Therefore, this gene family comprises genuine IRepGs. Expression of these probe sets was not generally repressed by CHX treatment alone (median regulation by CHX alone = 1.2-fold upregulation). 

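Of the IFNγ-repressed probe sets of the earlier arrays 37 were 2-fold lower without CHX, 51 with CHX and 34 under both conditions. With CHX their median log2 change was -1.32 (-1.40, -1.13 and -1.25 for the 3 replicate numbers) and the fry adjusted p was 2.61e-08. The cyclin gene *Ccnd1* fell by 0.96 with IFNγ (SE 0.16, adjusted p = 0.00167) and by 1.77 with IFNγ and CHX (adjusted p = 2.42e-06, and 0.0169 from the 6 arrays of the comparison alone). *Bnc1* fell by 2.06 with IFNγ and CHX. By adjusted p under 0.01 in place of the fold rule, 15 were lower without CHX and 14 under both conditions. The paper concludes that newly made protein is not needed for this repression.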

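With CHX alone the 79 IFNγ-repressed probe sets had a median log2 change of -0.23 (SD 0.0278 over the replicate numbers), a 0.853-fold level, and a fry adjusted p = 0.0101 for a lower level. Among those 2-fold lower with IFNγ the median was -0.05 (0.967-fold). Of the 19 repressed genes the study chose for nCounter, which are not independent evidence, 4 rose and 1 fell with CHX (5 and 2 with p adjusted over the list alone), at a median of 0.36 and a camera adjusted p = 0.118. Single members went both ways, with 7 raised and 13 lowered by CHX. *Bnc1*, which encodes a zinc finger protein, fell with CHX by 1.62 (SE 0.14, adjusted p = 2.70e-06), and *Rgs4* rose by 1.17 (SE 0.24, adjusted p = 0.00312, and 0.0282 from the 6 arrays of the comparison alone). The median was -0.12 without 1 mock+CHX array (replicate 1) and -0.11 after median centring.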

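IFNγ lowered 58 probe sets without CHX and 170 with CHX, and 29 were lowered under both conditions. Of the 141 called lower with CHX and not without it, 6 passed the test of the difference (96 were lower at an unadjusted p < 0.05). Picking the 141 in this way itself favours a larger fall with CHX. Among the largest falls with IFNγ and CHX were those of *Krtap1-5* (log2 change -4.64, SE 0.43, adjusted p = 3.65e-06), a gene that CHX itself raised, *Ltbp3* (-3.06, SE 0.56) and the natriuretic peptide gene *Nppb* (-2.49, SE 0.38). The last 2 had an adjusted p of 0.129 and 0.0424 when only the 6 arrays of the comparison were fitted. With such fits the falls numbered 19 without and 13 with CHX. They numbered 104 and 330 with the replicate number as a block in the model. Over the IFNγ-repressed probe sets of the earlier arrays the difference made by CHX had a median of -0.30 and a fry adjusted p = 0.0151, and none of the 79 passed by limma (15 at an unadjusted p < 0.05). The paper proposes from the larger number with CHX that repression, too, is under a negative feedback that depends on translation.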

Most interestingly, the number of significantly repressed probe sets even increased from 62 to 94 on CHX addition, suggesting that IFN-induced gene repression is also under the control of a rapid translation-dependent negative feedback mechanism.

**Figure 6.**
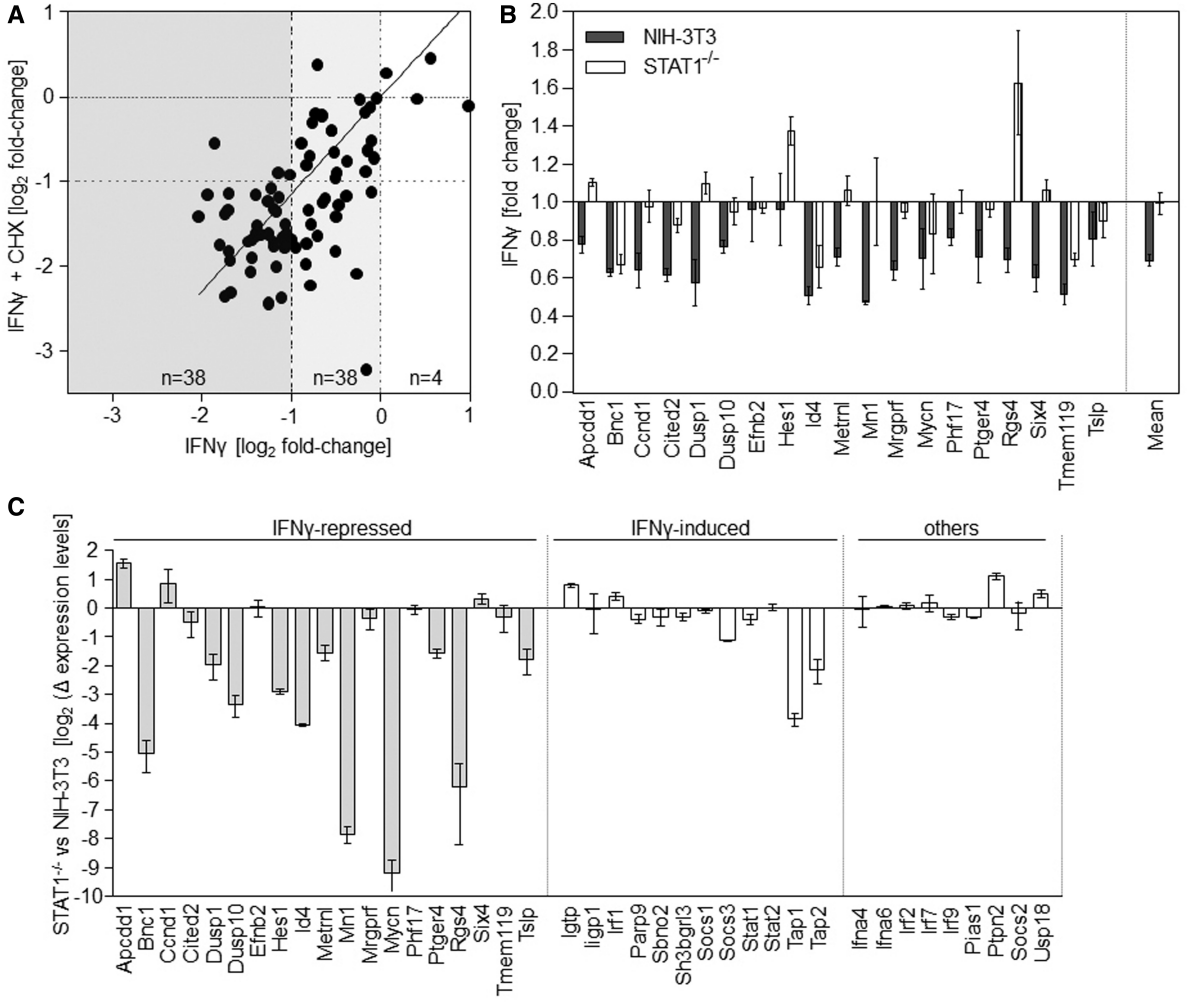
IFNγ-mediated gene repression depends on STAT1. (**A**) Comparison of genes repressed by IFNγ (30–60 min) in presence (*y*-axis) and absence (*x*-axis) of CHX. The number of regulated genes within the rectangles illustrated in different grey scales are indicated. (**B**, **C**) nCounter analysis of the effect of IFNγ on 50 marker genes in NIH-3T3 and STAT1^−/−^ fibroblasts. Cells were treated with 100 U/ml of IFNγ or mock for 60 min. In all, 500 µM 4sU was added from 30 to 60 min of treatment. Newly transcribed RNA was purified and subjected to nCounter measurements for transcripts of 50 selected genes. Data were normalized based on seven house-keeping genes showing stable expression levels in both cell lines. For 19 IRepGs (**B**), combined data from two independent experiments, consisting of two biological replicates are shown. Although expression of 17/19 IRepGs was observed in NIH-3T3, only 4/19 genes showed >20% reduced expression levels in the STAT1^−/−^ cells (Fisher’s exact test: *P* < 0.0001). (**C**) Dependency of gene expression on STAT1 in IFNγ-naïve cells. nCounter measurements of basal expression levels in NIH-3T3 and STAT1^−/−^ fibroblasts are shown. Expression of 11/19 (58%) of the IRepGs but only two of the 21 other genes (9%) was dependent on STAT1 (Fisher’s exact test: *P* = 0.0019).

### Cis-regulatory elements within IRepGs

IRepGs did not show any significant enrichment of GAS or ISRE/IRF sites. Nevertheless, these gene-repressions even occurred in presence of CHX, thus constituting a *bona fide* primary IFNγ response. The absence of GAS and ISRE elements in their proximal promoter regions is consistent with the well-established role of ISGF3 and GAF in induction but not suppression of transcription. Interestingly, we found a significant overrepresentation (64.0% of genes, *P* < 3.4 × 10^−^^3^) of G/C-rich promoter/enhancer elements and corresponding SP1/SP3-DNA binding sites, so called GC-boxes (68.0% of genes, *P* < 4.7 × 10^−^^3^, see Table 1). We observed a gradual enrichment of SP1/SP3 sites and even more frequent of G/C-rich stretches near the TSS (Figure 5E and F).

For an individual IRepG (‘lipoprotein lipase’), negative regulation by SP1 and SP3 has been described (55). Our data imply that such regulation is more widespread than commonly accepted and thus deserves a thorough investigation concerning the underlying receptor-proximal events and contribution to antiviral, anti-pathogenic and anti-tumorigenic IFNγ functions.

### IFNγ-mediated repression depends on STAT1

Although the prominent role of STAT1 for IFNγ is well established, disagreement exists concerning the relevance of STAT1 for IFNγ-induced gene repression (56,57). To clarify this issue, we used STAT1-deficient fibroblasts (26) and used Nanostring nCounter technology for accurate multiplex measurements of transcripts of 50 genes (19 IRepGs, 10 house-keeping genes, 12 IFNγ-induced genes as well as 9 gene products involved in canonical IFN-signalling, see Supplementary Table S3 for complete list of genes). Both STAT1-expressing and STAT1-deficient fibroblasts were treated with either IFNγ or mock for 60 min as described in Figure 1B and newly transcribed RNA was purified. RNA samples derived from two independent experiments (two biological replicates/experiment) were analysed. Data were normalized according to the seven most stable house-keeping genes. Two genes (*ifna4* and *ifna6*) were not detectable by the NCounter probes and thus excluded from the analysis.

In agreement with the central role of STAT1 for IFNγ signal transduction, strong induction of the 12 IFNγ-inducible genes was observed in normal but not in STAT1^−^^/^^−^ fibroblasts (see Supplementary Figure S4). Consistent with our previous data, IFNγ treatment resulted in significantly reduced transcript levels for 17/19 (89%) of the IRepGs in STAT1-expressing fibroblasts (Figure 6B). Interestingly, this repression was not detectable in the STAT1-deficient fibroblasts where only three genes showed >20% repression (Fisher’s exact test: *P* < 0.0001). Although the IFNγ-induced repression was less prominent than observed by microarrays, these data reveal IFNγ-mediated repression to depend on STAT1. Next, we compared expression levels of the 48 genes in IFN-naïve cells (Figure 6C). Interestingly, basal expression levels of 11/19 (58%) IRepGs were strongly dependent on the presence of STAT1, whereas STAT1 was only required for 2/21 (9%) of the class of IFN-induced genes in absence of IFNγ (Fisher’s exact test: *P* = 0.0019), namely, *tap1* and *tap2*. These data indicate a previously unsuspected role of alternative STAT1 complexes in maintaining basal expression levels of IRepGs requiring further studies.

### IFNγ-mediated gene repression occurs in murine bone marrow-derived primary macrophages

IRepGs are characterized by a shorter median RNA half-life (median t_½_ = 90 min) than mouse transcripts in general (median t_½_ = 295 min) (21). Based on this short half-life, we hypothesized that their regulation should become detectable in total RNA. To assess the conservation and extent of regulation of IRepGs in another cell type considered more relevant to innate immunity, we took advantage of a comprehensive set of data analysing IFNγ-induced changes in total RNA levels in murine bone marrow-derived primary macrophages (BMDMs) obtained by the Ghazal laboratory (58). In this data set, IFNγ-induced changes in mRNA expression levels were determined in 30 min intervals for a 12 h period using Mouse Agilent V2 arrays. Interestingly, the vast majority of IRepGs, we identified in fibroblasts also showed significant downregulation in BMDMs between 150 and 210 min post-treatment (Figure 7). Therefore, regulation of IRepGs is not restricted to fibroblasts. The temporal delay highlights the difference in sensitivity for analysing short-term changes in gene expression in newly transcribed compared with total cellular RNA. This provides strong evidence that the respective RNA transcripts are also short-lived in primary murine macrophages. In addition, their regulation appears to be subject to similar negative feedback regulation as observed in fibroblasts. In conclusion, IRepGs represent a group of genes with regulatory functions involved in regulation of gene expression, cellular development, cell death and cellular growth and proliferation transiently repressed during the first few hours of the IFNγ response.

**Figure 7.**
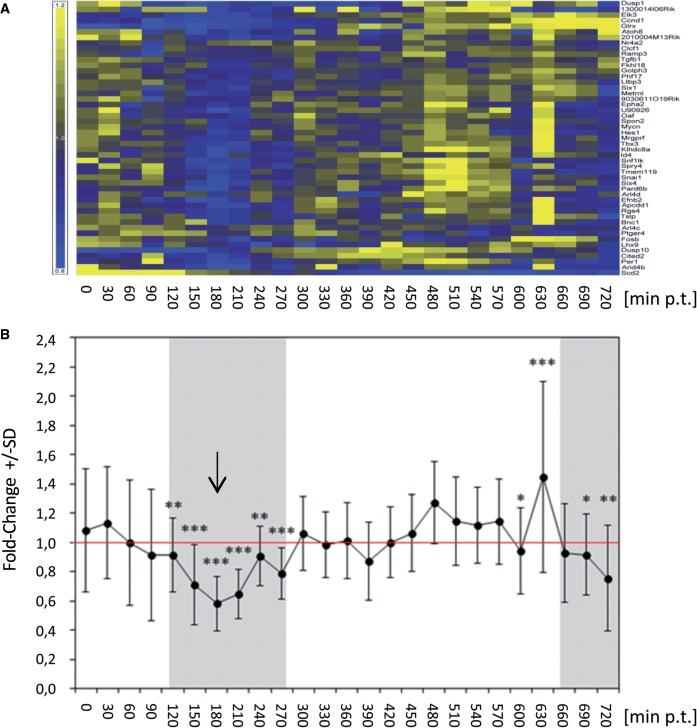
Transient down regulation of IRepGs in primary mouse bone marrow derived macrophages. In a recently published study (58), mouse BMDM were treated with 10 U/ml IFNγ. Cells were lysed with Trizol every 30 min during the first 12 h of treatment and the obtained RNA samples were hybridized to Mouse Agilent V2 arrays. Gene probes matching to the list of IRepGs we identified in murine fibroblasts were identified and ‘per gene normalized’ values were calculated from log_2_ expression values. (**A**) Heat map of ‘per gene normalized’ log_2_ expression values over the 12 h time course post-treatment (p.t.) are shown. Gene probes were clustered by Euclidean distance (Yellow—upregulated, Blue—downregulated). (**B**) Line graph of mean per gene normalized log2 expression values. The arrow indicates the time point showing the strongest down regulation.

## DISCUSSION

In this study, we combined transcriptomics of nascent RNA (4sU tagging) with short-term translational inhibition using CHX to study the kinetics and molecular mechanisms of IFN-mediated differential gene expression. Inhibition of protein synthesis using CHX is a commonly used approach to dissect translation-dependent from translation-independent changes in gene expression. As changes in gene expression following a stimulus generally take ∼3–6 h to become apparent in total RNA for the majority of genes, prolonged translational arrest is required to elucidate the nature of the observed changes. 4sU tagging provides quantitative data on the kinetics of transcriptional changes in a time scale of ≤30 min (21), thereby detailing the real-time kinetics of transcription factors activity. So far, the power of the two approaches has never been combined. In the present study, we used 4sU tagging, short-term CHX-treatment and *in silico* promoter analysis to depict the real-time contribution of feedback mechanisms during the first hour of the response of fibroblasts to type I and II IFNs.

Interestingly, differential gene expression caused by both IFNα and IFNγ treatment was significantly enhanced on ablation of translation by CHX, revealing a dominant global role of negative feedback loops already within the first hour of treatment. Of note, although CHX treatment resulted in a uniform enhancement of the IFNα-induced genes by ∼3-fold, its effect on IFNγ-regulated was more diverse, indicating a greater contribution of positive feedback loops, e.g. mediated by induction of IRF-1, during the first hour of IFNγ treatment. Translation-dependent negative feedback loops dominating early IFN responses have been described for individual genes [ISG54 (59), IFN-IND1 and IFN-IND2 (60)] in human melanoma cells and human diploid fibroblasts. Nevertheless, it will be important to extend this kind of analysis to other cell types and to different species (especially humans) to evaluate whether the dominance of rapid negative feedback regulation constitutes a general feature of the IFN response.

Positive feedback loops may well play a more important role in immunologically more active cells, e.g. macrophages or dendritic cells. For individual genes, enhanced induction on CHX co-treatment has been reported. As such, CHX ‘supra-induces’ *ISG54* mRNA amounts (59) and increases mRNA levels of *IFN-IND1* and *IFN-IND2* (60). However, the well-known anti-proliferative and even pro-apoptotic nature of IFNs suggests that rapidly activated inhibitory regulative circuit alleviate detrimental effects of IFN-regulated genes. This is exemplified by the fatal effect of IFNγ in SOCS1-deficient mice (61). Nevertheless, it is tempting to speculate that (some) cells might be equipped to de-repress this rapid negative regulation under particular situations, e.g. when additional inflammatory stimuli (e.g. toll-like receptor, NOD-receptor, RIG-like receptor co-engagement or TNF-stimulation) are encountered.

Among IFN-induced genes, we found a significant enrichment of ISRE/IRF consensus elements and GAS sites. As expected, IFNα-induced genes were characterized by the presence of ISRE/IRF elements. On co-administration of CHX and IFNα, GAS sites become more strongly enriched, suggesting that a translation-dependent control element shapes the quality of the type I IFN response. IFNγ-induced genes either contain GAS or ISRE/IRF elements, irrespective of the presence of CHX. The enrichment of ISRE/IRF containing promoters, even in the absence of translation, is consistent with a direct role of STAT2 in IFNγ signalling (8,9,62). Consistently, a novel subset of genes induced by IFNγ containing ISRE and κB motifs within their promoters and critically requiring the inhibitor of κB kinase beta (IKKβ) has recently been described (63).

Apart from JAK-STAT pathways, IFNs initiate a variety of other signal transduction modules, e.g. mitogen-activated protein kinase, phosphatidylinositol-3-kinase, calcium-calmodulin-dependent protein kinase II, PK-C, cJUN and others (64,65). With the sole exception of transcription factors recognizing DNA motifs overlapping with ISRE/IRF or GAS sites (e.g. AREB6), which we consider to mainly constitute ‘hitchhikers’, we did not observe any other known DNA-binding motifs of other transcription factors included in the TRANSFAC database or random hexanucleotide sequences to be significantly enriched among IFN-induced genes (data not shown). Only STAT and IRF proteins left an obvious and significant footprint during the first hour of IFN treatment. Attempting to identify further enriched elements, we conducted a motif discovery approach (MEME), which yielded only one additional significantly enriched motif, which consists of three GAAA stretches (data not shown). A similar extended ISRE element (containing three AAA elements—two of them GAAA) was recently shown to mediate the IRF-1-dependent TRIM22 induction by IFNγ (66). Additionally, independent IRF-1 ChIP-seq studies revealed the importance of this motif (67). This total dependence of IFN responses on STAT and IRF proteins is consistent with the total absence of ISG expression and antiviral activity of IFNα and IFNγ in cells derived from STAT1-deficient mice (26,68).

The role of IFNγ in transcriptional repression is only partially understood. This is due to the insufficient temporal resolution and sensitivity of current standard technologies (like microarray studies on total RNA) to identify such negative gene regulation when using total cellular RNA. In contrast, 4sU tagging is especially powerful for unmasking these rapid repressive changes in gene expression. We observed IFNγ-mediated repression to be dependent on STAT1 and subjected to negative feedback mechanisms similar to IFNγ-induced changes. In accordance with our findings in mouse fibroblasts, a strikingly similar IFNγ-dependent repression (CHX-resistant and STAT1-dependent) has been reported for the *COL2A1* gene in human chondrocytes, whose promoter does not harbour GAS sites but GC-rich elements (57), suggesting this type of regulation also to be present in human cells.

The biological role of IFNγ-induced gene repression in terms of anti-pathogenic, anti-proliferative and immune-stimulatory function remains to be determined. Nevertheless, based on the annotations of the IRepGs, it is tempting to speculate on potential implications of their repression. It is well-described that several components of IFN induction and signalling are themselves IFN-inducible (see earlier in the text). Conversely, several of the IRepGs (e.g. *Dusp1*, *Dusp10*, *Hes1*) have been previously shown to constitute key negative regulators of innate immune responses and cytokine induction like p38 activation, IL-6 induction and Jak-STAT signalling (69–74). 

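*Dusp1*, which encodes a phosphatase that inactivates MAP kinases, fell with IFNγ by 1.40 in log2 (SE 0.19, adjusted p = 3.67e-04) and by 1.16 with CHX (adjusted p = 0.00115). When only the 6 arrays of each comparison were fitted these adjusted p were 0.0258 and 0.0636. The related *Dusp10* had -1.27 (adjusted p = 0.0661) and -1.25 (adjusted p = 0.0416). *Hes1*, a transcriptional repressor gene, had -1.26 with IFNγ (SE 0.47, adjusted p = 0.247) and fell with IFNγ and CHX (adjusted p = 0.00312, and 0.159 from the 6 arrays alone). Of the 19 repressed genes that the study chose for nCounter, 9 fell with IFNγ (15 with p adjusted over the list alone) and 13 with CHX (18 over the list alone), at medians of -1.22 and -1.61. As the study chose these genes, they are not independent evidence. Their camera adjusted p were 3.37e-23 and 2.53e-19 (adjusted p = 0.0340 and 0.0592 with an estimated correlation).

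**Figure D4:**
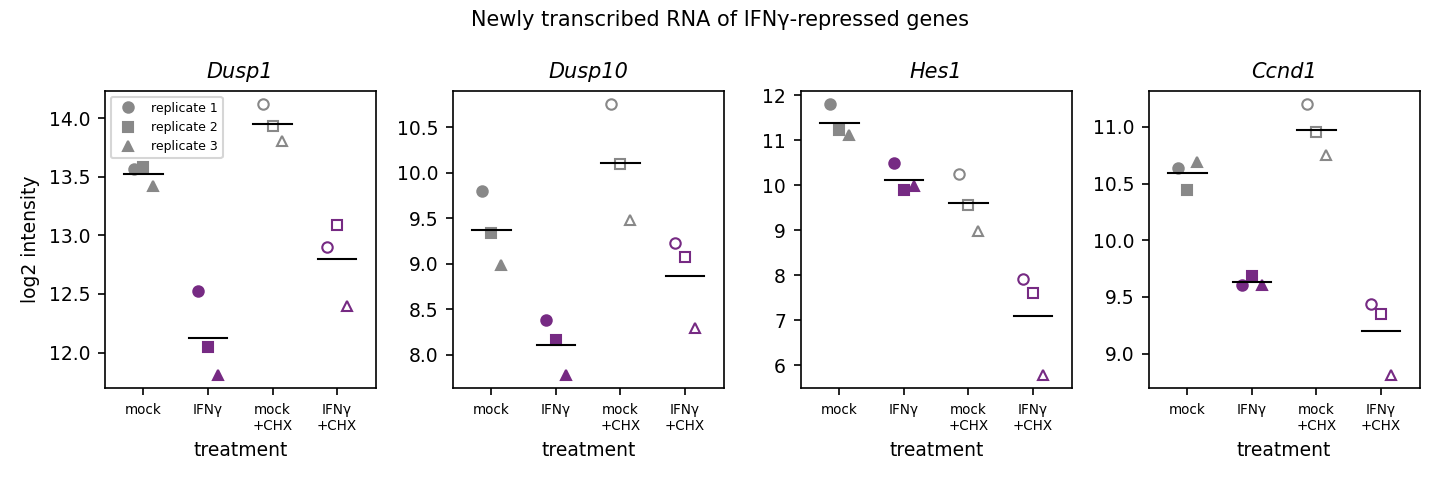
Log2 intensity of 4 genes repressed by IFNγ, without and with CHX, with 1 point per array (3 per treatment, filled without CHX and open with CHX) and a line at the mean. *Dusp1* fell by 1.40 with IFNγ and by 1.16 with IFNγ and CHX, and the 3 arrays of *Hes1* are spread widely.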

Their repression may thus aid and modulate the establishment of a transient state of hyper alertness for innate immunity related stimuli. Most of the IRepGs encoded transcripts are rather short-lived (median t_½_ = 90 min). This is highly characteristic for genes with key regulatory functions, e.g. transcription factors and genes involved in cell signalling (75). IRepGs are thus likely to represent important regulators of the innate immune response. As we observed repression of IRepGs in both murine fibroblasts and primary macrophages, their regulation represents a core component of the primary IFNγ response.

Interestingly, expression of more than half of the IRepGs showed a strong dependency on STAT1 in IFN-naïve cells. Even though these results were obtained from two different fibroblast cell lines, i.e. NIH-3T3 fibroblasts and immortal STAT1^−^^/^^−^ fibroblasts, it may indicate a dual role of STAT1 in mediating both rapid stimulation of IFN-inducible genes by STAT1-homodimers and maintaining basal expression levels of other genes, presumably constituted by different STAT1-protein complexes. In this respect, it is tempting to speculate that the IFNγ-mediated repression is due to a deprivation of these alternative complexes of STAT1 by the robust IFNγ-mediated STAT1 phosphorylation. It has recently been established that STAT1 dimers change their conformation on IFNγ-induced activation from an antiparallel to a parallel state (76,77), which might instruct such deprivation processes. How this correlates to the overrepresentation of GC-rich elements and putative SP1/SP3 binding sites in their proximal promoter regions remains to be elucidated. Further studies are required to clarify this interesting observation.

As expected, 75 min of CHX treatment resulted in substantial alterations in gene expression. Transcriptional repression was more frequent than induction, which reflects rapid decay of short-lived transcription factor proteins or their regulatory proteins during translational arrest. Within the CHX-induced genes, we detected significant overrepresentation of NF-κB sites consistent with preferential loss of the rather short-lived IκBα protein and subsequent activation of NF-κB signalling. CHX-repressed genes were characterized by an enrichment of Myc/Max and E2F-binding sites, both of which are known for their short protein half-life. Interestingly, we found that CHX treatment altered transcription rates of many genes implicated in the regulation of TNF signalling and known to be important for cell survival in the presence of TNF. 

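Genes of TNF signalling moved with CHX in both directions, with 3 arrays per treatment. Rises were measured for *Traf1*, which encodes an adaptor of TNF receptors (log2 change 4.76, SE 0.46, adjusted p = 8.3e-06), for the NF-κB inhibitor gene *Tnfaip3* (3.40, SE 0.21, adjusted p = 1.35e-07 with its probe set of highest mean), for the NF-κB subunit gene *Relb* (2.11, SE 0.12, adjusted p = 6.75e-08), for *Cflar*, which encodes an inhibitor of apoptosis (1.48, SE 0.23, adjusted p = 4.07e-04 with the probe set of the study's table, and 0.423 with that of highest mean), and for *Nfkbia*, which encodes IκBα (1.16, SE 0.11, adjusted p = 8.95e-06). *Traf4* fell (-2.23, SE 0.19, adjusted p = 3.21e-06), as did the sphingosine kinase gene *Sphk1* (-3.12, SE 0.31, adjusted p = 1.06e-05). These genes were named by the study and are not independent evidence. Of 35 measured NF-κB targets 19 rose and 1 fell (19 and 1 with p adjusted over the list alone), at a median of 1.00 and a camera adjusted p = 5.56e-16 (adjusted p = 0.0930 with an estimated correlation).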

As such, the abundance of *traf1*, *A20/Tnfaip3*, *rel-b*, *c-Flip* and *IκBα* transcripts was induced, whereas *caspase 3*, *traf4* and *sphingosin kinase*, were significantly repressed. TNF is known to induce rapid activation of NF-*κ*B by inducing a phosphorylation-dependent ubiquitination and proteasomal degradation of *IκBα*, which otherwise sequesters p50:p65 heterodimers from transcriptional activity (78,79). In the absence of cellular gene expression, for example in presence of CHX or actinomycin D, TNF turns into a highly potent pro-apoptotic signal, thereby leading to cell death (80,81). Conversely, if TNF is added to cells that are able to induce NF-κB target gene expression, apoptosis is not initiated. Therefore, NF-κB signalling can be considered as a cell-intrinsic monitoring module to check for gene expression competence (82–84). We were surprised to find that CHX-incubated cells upregulate negative NF-κB signalling molecules and downregulate positive regulators of TNF signal transduction. This suggests that similar mechanisms might act during incomplete or transient blockade of translation to prepare for TNF encounter in an attempt to increase chances of survival. In summary, these results highlight the need to restrict the duration of translational arrest to avoid secondary effects on the biological mechanisms under study. However, various viruses induce a host cell shut-off, for example, by interfering with cap-dependent translation. Therefore, the transcriptional responses elicited by IFNs during impairment of translation might also be of biological relevance.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

## AVAILABILITY

All microarray data are available at Gene Expression Omnibus (GEO) Series GSE30457.

## FUNDING

SynthSys is a Centre for Integrative Systems Biology (CISB) funded by the Biotechnology and Biological Sciences Research Council (BBSRC) and the Engineering and Physical Research Council [BB/D019621/1]; NHS Blood and Transplant grant [WP11-05] and Medical Research Council fellowship grant [G1002523] (to L.D.). Funding for open access charge: Medical Research Council, UK.

*Conflict of interest statement*. None declared.

## Supplementary Material

Supplementary Data

# Supplementary material for: Deciphering the modulation of gene expression by type I and II interferons combining 4sU-tagging, translational arrest and in silico promoter analysis
**Source:** Nucleic Acids Res. 2013 Jul 5;41(17):8107–25. doi: 10.1093/nar/gkt589
**Supplement:** Supplementary Data

Deciphering the modulation of gene expression by type I and II interferons combining 4sU-tagging, translational arrest and in silico promoter analysis — Deciphering the modulation of gene expression by type I and II interferons combining 4sU-tagging, translational arrest and in silico promoter analysis — Supplementary Data 

# Deciphering the modulation of gene expression by type I and II interferons combining 4sU-tagging, translational arrest and *in silico* promoter analysis

## 

files

**Files in this Data Supplement:**

- Supplementary Data - xls file
- Supplementary Data - xls file
- Supplementary Data - xlsx file
- Supplementary Data - xlsx file
- Supplementary Data - xls file
- Supplementary Data - doc file

# Supplementary material for: Deciphering the modulation of gene expression by type I and II interferons combining 4sU-tagging, translational arrest and in silico promoter analysis
**Source:** Nucleic Acids Res. 2013 Jul 5;41(17):8107–25. doi: 10.1093/nar/gkt589
**Supplement:** Supplementary Data

**Supplementary Figure Legends**

**Coupling of 4sU-tagging, Translational Arrest and *in silico* Analysis Deciphers Gene Modulation by IFNα and IFNγ**

Trilling *et al*., 2011

**Supplementary Figure 1**

**Schematic representation of the bioinformatics pipeline**

Microarray data

Sequence logos

Selected

gene set

Quality assessment

gc-RMA

normalization

Intensity filtering

Empirical Bayes

moderated t-test

& BH correction

Non-redundant &

non-overlapping

promoter datasets

Background

gene set

TFBS predictions with

vertebrate PWMs

Mann-Whitney-Wilcoxon

test for each PWM

PWM selection:

Enrichment, proportion of

promoters with sites and

BH corrected p-values

Combine gene lists

(Dölken et al. RNA 2008)

gc-RMA: robust multiarray averaging; BH: Benjamini and Hochberg; TFBS: transcription factor binding site; PWM: position weight matrix.

**Supplementary Figure 2**

**Effect of Cycloheximide on canonical histone mRNA synthesis, processing and decay**

The dramatic ‘induction’ of canonical histones by CHX treatment detectable in nascent RNA was surprising and specific to canonical histones, i.e. not seen for non-canonical histones like histone H2A.Z and H3.3. In contrast to the canonical histones, non-canonical histones posses a 3’-polyA tail and are expressed in a cell-cycle independent manner. To dissect the relative contributions of CHX-induced changes in RNA synthesis, processing and decay in this “induction”, we treated NIH-3T3 cells with cycloheximide for 75 min and performed 4sU-tagging for the last 30, 15, 10 and 5 min. To further exclude temporal alterations in histone transcription rates during CHX-treatment we also included 4sU-tagging from 45 to 50 min of CHX-treatment. **(A)** Histone H1c expression was quantified in nascent and total RNA by quantitative RT-PCR. **(B)** The non-canonical histone H2A.Z served as control as this did not show any regulation by CHX in the microarray data. Gapdh was used as a house keeping gene. Combined data of two independent experiments are shown.

Interestingly, we observed a striking dependence of the ‘induction’ of histone H1c on the duration of 4sU-tagging. ‘Induction’ dropped from almost 80-fold down to ~5-fold when the duration of 4sU-tagging was reduced from 30 to 5 min. The same was seen when nascent RNA labelled from 45 to 50 min of CHX treatment was analysed. At the same time total RNA levels of histone H1C had already increased by ~15-fold arguing against a significant contamination of nascent RNA with total RNA. As expected, no effect was observed for histone H2A.Z.

We conclude that the dramatic ‘induction’ of canonical histone mRNAs by CHX-treatment detectable in nascent is predominantly due to changes in histone mRNA processing which is consistent with previous studies (Sittman et al., 1983; Stimac et al., 1984; Whitfield et al., 2004).

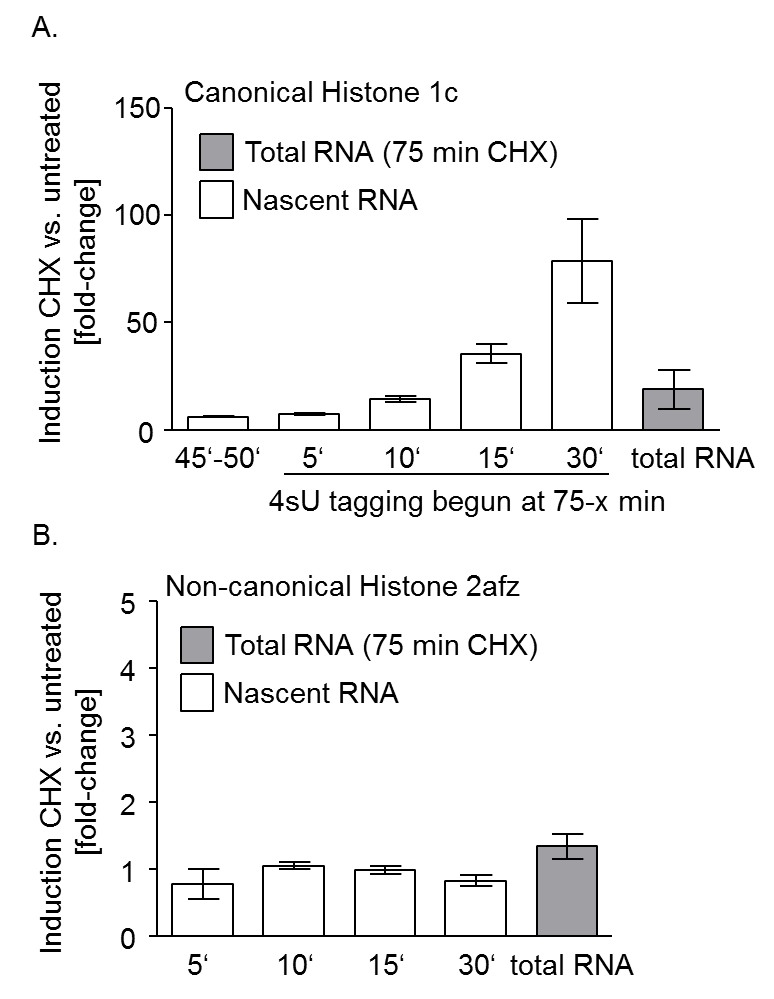

**Supplementary Figure 3**

**Co-operative nature of transcription factor binding site enrichment in relation to transcriptional changes for genes containing only ISRE or only GAS sites in their proximal promoter regions.**

To exclude that regulation via ISRE/IRF sites might simply mask co-operative effects of GAS sites (or *vice versa)*, we had a closer look at IFNα- (A) or IFNγ- (B) inducible genes which lack ISRE/IRF sites but harbour no, at least one or more than one GAS site within their promoter/enhancer elements (or *vice versa*). The median fold induction (depicted in a log2-scale) of IFNα- and IFNγ-induced genes is shown in respect to the number of ISRE/IRF or GAS elements in their promoter/enhancer (0, 1 or >1) upon IFN incubation in absence (upper panel) or presence (lower panel) of CHX. The p-value of the correlation between number of sites and induction is indicated in the diagrams. Interestingly, we found that GAS sites seemingly act co-operative upon IFNγ and CHX co-treatment but not upon IFNγ-treatment alone which might indicate that negative feed-back-loops mask such additive effects on promoters containing multiple GAS sites.

**Supplementary Figure 4**

**Measuring the response of NIH-3T3 and STAT1-/- cells to IFNγ using nCounter technology**

NIH-3T3 and STAT1-/- fibroblasts were treated with 100 U/ml of IFNγ or mock for 60 min. 500 µmol 4sU was added from 30 to 60 min of treatment. Newly transcribed RNA was purified and subjected to nCounter measurements for transcripts of 50 selected genes. Data of two independent experiments consisting of two biological replicates each are shown. Data were normalised for the seven house-keeping genes. Shown here is the effect of IFNγ treatment on 12 IFNγ-inducible genes (positive control) and on 7 additional genes involved in IFN signalling (controls).

**
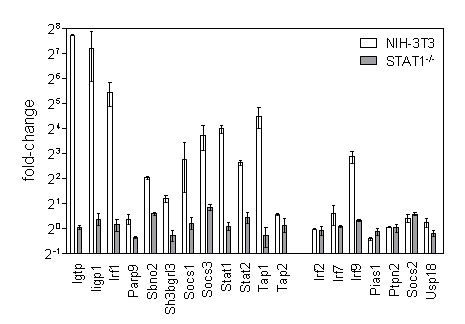
**

How the deposited data were processed for this re-analysis (not part of the article)

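The data were newly transcribed RNA of NIH-3T3 fibroblasts on 18 Affymetrix arrays of the mouse genome, with 3 biological replicates for each of 6 treatments: mock, IFNα and IFNγ, each with CHX or with its solvent. The deposited table gives 1 linear intensity per probe set and array. The methods state that the authors computed these intensity values with gc-RMA in R and Bioconductor, and the submitters' notes name Affymetrix Expression Console for the 18 samples without a version. No raw images or probe intensities were processed here. The median intensity of an array lay between 9.6 and 10.8, so the arrays were used as scaled by the authors.

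Of 45101 probe sets, 64 Affymetrix control probe sets were left out, which gave 45037. A single gene symbol is annotated for 34945 of these, several (or for 12 probe sets 1 symbol listed 2 times) for 932 and none for 9160. The study kept probe sets called present on at least 1 array. These calls are not part of the value table, so the probe sets were ranked by their highest value on any array and as many as in the study (27759, or 27773 with ties) were kept. The lowest such value was 8.5. The probe sets kept with a single symbol numbered 22348, for 12121 genes. Arrays have no sequencing depth. The signal over background of a probe set and the 3 arrays per treatment limit the precision of its value.

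The plan written before the data were examined took linear values as log2(value + 16). After the values had been seen, log2(value) without an added constant was used for the main results, because gc-RMA works on the log2 scale. This was decided before any test was run. It was not blind to the study's values, since 3 constants had by then been set beside the log2 changes of the study's own table. The slopes of the 5 comparisons were 0.948 to 1.001 with no constant, 0.930 to 0.985 with 1 and 0.752 to 0.840 with 16. Every result was also computed with log2(value + 16).

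All 18 arrays entered a single linear model of the 6 treatments in limma 3.58.1 under R 4.3.3, with 12 residual and 2.05 prior degrees of freedom. The 5 comparisons were CHX against mock, each IFN against mock, and each IFN with CHX against CHX. For each IFN the difference between the responses with and without CHX was tested as an interaction. P-values were adjusted by the Benjamini-Hochberg method over the probe sets kept, separately for each comparison. A probe set was called at an adjusted p under 0.01 and a change of at least 2-fold. Members of gene lists were called at an adjusted p under 0.01 without a fold minimum, both over all probe sets and over the list alone. Pairs of comparisons that share control arrays are not independent.

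The enhancement by CHX was the median interaction over the probe sets called and raised more than 3-fold by the IFN, and its 2 parts were the effects of CHX with and without the IFN. Least-squares lines gave slope and intercept across probe sets. Probe sets induced in CHX alone had to change at least 2-fold and be called with CHX, change less than 2-fold without it, and be called in the interaction. The IFNγ-repressed probe sets were those at least 2-fold lower in the study's earlier arrays at 30 to 60 min, taken from its supplementary table. Correlations with the earlier arrays used the same table.

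The 26 gene lists were fixed in advance from general knowledge. They cover canonical and replication-independent histones, antigen presentation, negative regulators of IFN signalling, NF-κB, Myc, E2F and p53 targets, immediate-early genes, the stress response of the endoplasmic reticulum, heat shock and MAP kinase feedback. The others are TGFβ, BMP and YAP targets, sterol synthesis, ribosomal proteins, developmental transcription factors, markers of fibroblasts, leukocytes, epithelium and endothelium, and 4 sets chosen by the study. The results of 2 further lists and of 1 gene that the study names are not reported here. Lists were tested against all other genes with camera, at a preset correlation of 0.01 and with the correlation estimated from the arrays, and for a common direction with fry, both from limma. For the IFN-induced and the repressed probe sets fry was adjusted over the 6 tests made on them, an adjustment added after the values had been seen. Each gene was represented by its probe set with the highest mean, except that a gene named alone has the probe set of the study's tables where these give one.

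Genes named in the text follow a rule set in advance. It takes the genes that the study names as measured by these arrays, and the 10 largest rises and 10 largest falls of each comparison among called probe sets that moved the same way in all 3 replicate numbers. It also takes up to 4 called members of each list with the largest change. The values in the paper's tables for this experiment had been seen before the rule was written. Genes over 20-fold with CHX, genes induced in CHX alone and single members of the repressed list that lie outside this rule were named for belonging to those results, after their values had been seen.

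The alternatives changed the filter (none, or by mean value), the arrays fitted, the scaling (quantile normalization or median centring), the prior variance (trend), the added constant and the unit counted (1 probe set per gene). They also changed the fold minimum, took the replicate number as a block, and left out each array in turn. For the enhancement the selection of probe sets was varied too. The model was tested on simulated data with 27773 probe sets, in which 200 changed at each of 3 sizes. At a log2 change of 1.5, 2 and 3 it called 77%, 85% and 96.5% for CHX, and 62%, 75% and 89.5% for an interaction. False calls numbered 4 for CHX, 5 for the interaction with IFNα and 0 for that with IFNγ, and there were 0 calls by limma in 7 comparisons simulated without any change.

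Left out were the search for sequence motifs, for lack of a mouse genome, and the immunoblots, nCounter, qRT-PCR and primary macrophage experiments, whose values the array table does not hold. The earlier arrays were used through the study's table alone.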

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

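The constant of the log2 scale, the look at which labels the splits exchange and the splits with the average effect of CHX taken off were chosen only after the values were seen, and the other tests of this part before. CHX changed the response to IFNα for 52 probe sets and the response to IFNγ for 66, by a test of the difference between the 2 responses. Among 100 splits with the CHX labels exchanged within each IFN condition, 1 (the real one) reached the 52 (highest other 48), and 4 reached the 66 (highest other 5627). These splits decide nothing, since exchanged labels also break the effect of CHX itself. The 3 others above 66 (5627, 86 and 70) exchange the labels of all 6 arrays with IFNγ, which points to this structure of the samples. With the average effect of CHX taken off the 12 arrays first, 1 of 100 splits reached the real count for each IFN. The highest other was 0 by limma for IFNα and 1 for IFNγ. Chance is thus excluded at a share under 0.05 only if labels can be exchanged freely between replicate numbers. Arrays of the same number mostly correlated (38 of 45 pairs above 0.1), so this condition may not hold.

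A difference between the responses with and without CHX drew attention to the following genes for IFNα, as a larger log2 response with CHX: *Usp18* 1.722, *Iigp1* 1.893, *Parp9* 1.66, *Cxcl9* 5.518, *Cxcl11* 4.486, *Nlrc5* 3.432, *Cyp26a1* 3.347, *Apol7a* 2.998, *Rsad2* 2.89 and BC023105 2.389. For *Tap1* (2.515), *Oasl1* (2.833) and *Apol6* (2.302) the difference did not pass with the arrays of the 4 treatments alone (adjusted p = 0.0130, 0.0252 and 0.0386).

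For IFNγ the response was larger with CHX for *Cxcl11* 5.254, *Serpinb1a* 4.536, *Icam1* 4.499, *Serpinb1b* 3.902, *Arrdc2* 3.788, *Manba* 3.569, *Sgk2* 3.159, *Rsph3a* 3.122 and *Smoc1* 2.766, and for *Vmn1r42* (3.2) and *Usp18* (1.658), which lost the call with the arrays of the 4 treatments alone (adjusted p = 0.0366 and 0.0254). It was smaller for *Krtap1-5* (-4.624) and *Ccl11* (-2.912). It was also smaller for *Irf1* (-2.234), *Flt1* (-2.372), *Psme1* (-1.856), *Cgref1* (-1.692) and *Ccn5* (-1.164). From the arrays of the 4 treatments alone these 5 had adjusted p of 0.0610, 0.0361, 0.0294, 0.0254 and 0.0573. *Flt1*, *Cgref1* and *Ccn5* also lost the call after quantile normalization (0.0163, 0.0108 and 0.0301), and *Flt1* with the replicate number as a block (0.0116). With log2(value + 16) the call was lost for *Krtap1-5* (0.0269), *Cgref1* (0.0357), *Vmn1r42* (0.0253) and *Usp18* (0.0152).

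Genes of antigen presentation, which the paper does not discuss as a group, were higher with IFNα (median log2 change 0.3304, 3 of 18 called, 5 with p adjusted over the list alone), with IFNγ (0.7256, 8 of 18, 9 over the list alone) and with IFNα and CHX (0.5075, 7 of 18, 8 over the list alone). The camera adjusted p were 1.80e-11, 2.40e-13 and 1.65e-17, and 0.00237, 0.00124 and 3.32e-04 with an estimated correlation.

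The first pattern weighed is the larger response of IFNα-induced probe sets with CHX, a median of 1.25 in log2. Selection on the same arrays was on a high response without CHX, which works against a larger response with CHX. The median of 0.995 for probe sets selected in the earlier arrays therefore decides nothing about it. A lower level without IFN in CHX is argued against by a change of 0.0577 in those cells. Compression near the floor of the array stays open, since the median was 0.894 without the lowest 25% of baselines, between the bounds set for either answer. A negative feedback that needs new protein, which the paper proposes, stays open too and was not tested separately.

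The second pattern is the excess of falls with CHX, 61.8% of the called changes. A common shift of all probe sets stays open, since the scaling of the deposited values holds their median log2 change (0.0353) near 0. Scaling between arrays stays open too and may account for the excess. The share was 54.5% after quantile normalization and 47.1% after median centring, under the bound of 55% set for it. Quantile normalization left the median log2 change of all probe sets at 0.010, and falls still led with 918 against 768. Median centring moved that median away from 0, to 0.152, so its share of falls also carries an upward shift of all probe sets. A larger role of short-lived activators, which the paper considers, is therefore not separated from the scaling.

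The last pattern is the larger number of probe sets lowered by IFNγ with CHX, 2.93 times the number without. The pattern turned with the 6 arrays of each comparison fitted alone, where 19 were lowered without CHX and 13 with it. The single model gives each probe set 1 variance for all treatments. The residual SD per array was 0.206 to 0.331 in mock and 0.223 to 0.317 with IFNγ. It was 0.219 to 0.447 in mock+CHX and 0.362 to 0.390 with IFNγ+CHX. The numbers with and without CHX may therefore not rest on the same error, which was not tested. A baseline raised by CHX is argued against as the whole cause by a median change of 0.355 with CHX alone, over the 141 probe sets called lower with CHX only. Scaling is argued against by ratios of 2.40 and 2.64 under the 2 other scalings. That CHX releases a feedback on repression is a hypothesis that these tests leave open. The difference itself passed for 6 of the 141 probe sets, and 96 were lower at an unadjusted p < 0.05. Picking the 141 as called with CHX only favours a larger fall with CHX, so the 96 is not separate evidence.

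For the comparisons of 3 with 3 arrays, 10 splits are too few for a share under 0.05. The real split alone (1 of 10) reached 1829 for CHX, 139 for IFNα and 452 for IFNγ, with 0 as the highest other by limma in each. For IFNα with CHX 1 of 10 reached 248 (highest other 2), and for IFNγ with CHX 1 of 10 reached 884 (highest other 4).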

How the results depend on the processing

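The constants 16 and 1 added on the log2 scale, as alternatives to none, and the quantile normalization and leave-outs of the regressions were chosen only after the values were seen, although 16 was the constant first planned. The fit without the replicate block was the planned one. The counts with and without the block had been seen before it was kept. For the values below the cause was not tested. By construction, however, fewer arrays or probe sets enter where only the arrays of a comparison or 1 probe set per gene were used. A fit of a comparison alone also takes its variance from its own arrays. The residual SD per array ran from 0.145 (IFNα 2) to 0.447 (mock+CHX 1). Weak signal over background limits changes near the floor most, where an added constant shrinks them. Of 187 called pairs of named gene and comparison none was reversed. Calls were lost in 65 with the arrays of the comparison alone, 7 with quantile normalization, 10 with log2(value + 16), 1 with the block, 0 with log2(value + 1) and 148 of 1308 leave-outs. Of 41 gene list calls 17 held with an estimated correlation, among them canonical histones with CHX, antigen presentation in 3 responses and the study's nCounter set of induced genes in 4, and 1 was lost with quantile normalization and 1 with the block.

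From the arrays of each comparison alone, the counts were 887 for CHX, 90 for IFNα, 250 for IFNγ, 128 for IFNα with CHX, 268 for IFNγ with CHX, and 29 and 27 for the effect of CHX on the responses to IFNα and IFNγ. With 1 probe set per gene they were 1028 for CHX, 81 for IFNα, 153 for IFNα with CHX and 514 for IFNγ with CHX. Without a fold minimum CHX changed 3038. Median centring, which moved the median of all probe sets with CHX by 0.117, gave 28 and 42 for the effect of CHX on the responses.

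The treatments share replicate numbers and letters (A, B and D), and neither the labels nor the paper says what they mark. Of 45 pairs of arrays with the same number 38 correlated above 0.1 (lowest -0.401, median 0.474, other numbers -0.307), and 14 of 18 arrays correlated best with their own number, a hint from the data and not the design. With the number as a block the counts were 2375 for CHX, 586 for IFNγ, 1160 for IFNγ with CHX, 68 and 125 for the effect of CHX on the 2 responses, and 56 induced by IFNγ in CHX alone.

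Left out in turn, single arrays gave 36 (without mock 2) to 72 (without IFNγ+CHX 2) for the effect of CHX on the IFNγ response, against 66, with 37 without mock+CHX 2 and 42 without IFNγ 1 or mock+CHX 3. Induced by IFNγ in CHX alone were 17 (without IFNγ 3) to 40 (without IFNγ+CHX 2), against 34, with 22 without mock 1, 21 without mock 2 and 20 without mock+CHX 2 or 3. IFNα lowered 6 without mock 2 and 7 without IFNα 3, against 11.

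The IFNα enhancement of 2.37-fold was 2.48 selected with CHX, 2.46 on the mean of both responses, 2.13 over 2-fold, 1.99 in the earlier arrays, 1.86 without the lowest baselines, 2.23 with median centring, 2.35 with the block, 2.57 per gene, 2.34 with log2(value + 16), and 2.30 to 2.42 with an array left out. Its part with IFNα (1.33 in log2) was 1.04 in the earlier arrays' selection, 1.21 with the constant 16 and 1.21 to 1.40 with an array left out. Its part without IFNα (0.0577) was reversed by quantile normalization (-0.00238), and was 0.169 with centring and 0.0186 with the constant 16. Leave-outs gave 0.0181 (without mock 2) to 0.0595, with 0.0280 without mock 1, 0.0255 without mock 3 and 0.0240 without mock+CHX 1. The slope was 0.938 with the constant 16, and the intercept 0.985 to 1.37 with an array left out. Without the test of the difference 102 were induced by IFNα in CHX alone, and 311 by IFNγ.

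The IFNγ enhancement of 1.31-fold was 1.91 selected with CHX, 1.67 on the mean of both, 1.27 over 2-fold, 1.43 in the earlier arrays, 1.40 with centring, 1.28 per gene, 1.28 with the constant 16, and 1.22 to 1.38 with an array left out. Its part with IFNγ (0.361) was 0.558 with centring, 0.462 in the earlier selection and 0.245 to 0.449 with an array left out. Its part without IFNγ (-0.106) was reversed by centring (0.00613), and was -0.0492 in the earlier selection, -0.0680 with the constant 16 and -0.142 to -0.0738 with an array left out. Slope and intercept were 0.888 and 0.596 with the constant 16, and 0.910 to 0.949 and 0.418 to 0.670 with an array left out.

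By adjusted p, 15 repressed probe sets were lower without CHX and 14 under both conditions. Their median with CHX alone was -0.179 with quantile normalization, -0.113 with centring, and -0.229 to -0.121 with an array left out (-0.136 without mock 1, -0.121 without mock+CHX 1). The IFNα correlation was 0.858 with the constant 16 and 0.848 to 0.860 with an array left out.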

Differences from the paper's values

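The absence of a constant on the log2 scale, and the constants 16 and 1 as alternatives, were chosen only after the values were seen, and the other alternatives were set before the data were examined. The thresholds were those of the paper, more than 2-fold and p under 0.01, with p taken here as adjusted, and the probe sets kept were chosen by signal in place of presence calls.

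CHX changed 343 probe sets in the paper and 1829 here, with 134 raised and 209 lowered in the paper and 698 raised and 1131 lowered here. No setting that was run reached any of these 3 values of the paper. The lowest counts were 887 changed (323 raised, 564 lowered), from the arrays of the comparison alone. All 343 probe sets of the study's table were tested here, and 335 were called in the same direction (337 called from the arrays of the comparison alone).

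IFNγ with CHX lowered 94 probe sets in the paper and 170 here. Within 1.5 times of the paper's value were 136 without a filter, 127 with median centring, 92 with 1 probe set per gene, 131 without mock+CHX 2, 139 without IFNγ+CHX 1 and 133 without IFNγ+CHX 3. The constant 16 on the log2 scale, made an alternative after seeing the values, gave 124. Of 96 probe sets at least 2-fold lower in the study's table 45 were called with it, and 53 with no constant. Outside that range stayed 165 with the filter on the mean, 13 from the arrays of the comparison alone, 330 with the block, 145 with quantile normalization, 170 with a trended prior, 163 with the constant 1, 312 without a fold minimum and 173 with the rule of the study's table. The same holds for the other leave-outs: 166 without mock+CHX 1, 154 without mock+CHX 3 and 246 without IFNγ+CHX 2.

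With CHX alone the IFNγ-repressed probe sets had a median of 1.2-fold in the paper and 0.853-fold here, which is 1.17-fold in the other direction. Among those 2-fold lower with IFNγ it was 0.967-fold. The settings gave 0.884 with quantile normalization, 0.925 with median centring, 0.853 with the block, 0.859 with the constant 16 and 0.853 with the constant 1. With an array left out they gave 0.853 to 0.920, and none reached the paper's rise.

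For IFNα the paper gives *socs3* as 4.59-fold and *socs2* as 4.19-fold induced, and the values here were 1.63 and 1.49. For *Socs3*, *Socs2*, *Socs1* and *Irf2* the study's table gives log2 changes up to 2.22, 2.07, 1.26 and 0.775 in its earlier arrays, and up to 0.70, 0.70, 0.89 and 0.14 in the new ones. As folds the earlier ones are 4.65, 4.21, 2.39 and 1.71, near those in the paper's sentence. No alternative reached the paper's values: *Socs3* had 1.47 to 1.99 and *Socs2* 1.34 to 1.63 over all of them, leave-outs included. *Irf2* was 1.72-fold in the paper and 1.11 here. It came within 1.5 times of the paper's value without mock 1 (1.49), without IFNα 2 (1.18) and without IFNα 3 (1.38). The other alternatives, 1.10 with the constant 16 to 1.13 with quantile normalization, and 0.830 to 1.01 for the other leave-outs, did not.

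Above 20-fold with CHX the paper names 1 single gene outside the histones, and 6 such probe sets were found here, or 7 with 1 whose only symbol is listed 2 times. The number was 5 with 1 probe set per gene, 2 with the constant 16, 4 with the constant 1, 5 or 6 with an array left out and 6 with the other settings, so that none reached the paper's number. *Traf1*, the paper's exception, was among the 6. The study's table lists 16 probe sets over 20-fold, and 24 were found here.

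In direction the following differ. The paper finds more falls than rises with CHX. This holds here with the deposited scaling and after quantile normalization, where 768 rose and 918 fell. After median centring 899 rose and 799 fell. Of genes induced by IFNα with CHX alone, the paper reports that most stayed uninduced at 150 to 180 min. Here 8 of the 12 with a value in the study's list were at least 2-fold induced by then. That list also takes in probe sets for a change at this time, so the share is not that of all 21. The paper gives the repressed probe sets a median rise with CHX, and here their median lay below the mock level in every setting that was run. With the main settings it was 1.17-fold in the other direction. It came nearer to the mock level with others, at 0.925-fold with median centring. Over the 1031 probe sets of the study's own table the log2 changes with CHX were close to those here. The slope was 1.001, Pearson's r was 0.996 and the median absolute difference was 0.0232. The median of the repressed probe sets in that table was not computed. The 19 repressed genes that the study chose for nCounter went the paper's way, with a median log2 change of 0.36 (0.37 with quantile normalization, 0.47 with median centring and 0.35 with the constant 16). In calls and not in direction, *socs3*, *socs2*, *socs1* and *irf2*, which the paper lists among genes induced by IFNα, had positive changes here that did not pass the test, while *Usp18* did.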

Other observations

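The log2 scale without a constant was chosen only after the values were seen, and the other tests of this part were set before. Of the genes of antigen presentation, 8 of 18 rose with IFNγ (9 with p adjusted over the list alone) and 10 did not pass. Of those that did, *Tap1* rose by 5.87 in log2 (SE 0.22, adjusted p = 2.71e-10), *Nlrc5* by 4.58 (SE 0.15, adjusted p = 6.77e-11) and the proteasome subunit gene *Psmb9* by 3.49 (SE 0.24, adjusted p = 4.23e-07). With CHX *Nlrc5* rose by 6.87 and *Psmb9* by 4.11, while *Tap2* rose by 1.62 without CHX and did not pass with it (0.35). The difference between the 2 responses of *Tap2* was -1.27 and did not pass either (adjusted p = 0.125). The difference made by CHX was called as larger for 1 and smaller for 1 of the 18 (2 and 5 over the list alone). Of 18 negative regulators of IFN signalling 3 rose with IFNγ (3 with p adjusted over the list alone), at a median of 0.41 and a camera adjusted p of 2.52e-05 (0.0520 with an estimated correlation). Among them *Socs1* rose by 3.16 and *Cish* by 2.88, with adjusted p of 0.0151 and 0.0161 from the arrays of the comparison alone. With IFNγ and CHX 5 rose (6 and 1 fall over the list alone), with a camera adjusted p of 4.12e-04 (0.122 estimated). With IFNα and CHX 3 rose (3 over the list alone), with 1.29e-06 (0.0311 estimated). *Smad6*, which encodes an inhibitor of BMP signalling, rose with IFNγ by 2.79 (SE 0.28, adjusted p = 1.76e-05), and *Fas*, a death receptor gene, by 1.94 (SE 0.13, adjusted p = 2.42e-07). Of 35 NF-κB targets 6 rose with IFNγ (10 over the list alone), with a camera adjusted p of 2.25e-05 (0.336 estimated).

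Of the stress genes that CHX lowered, *Trib3* rose with IFNγ and CHX by 2.86 (SE 0.20, adjusted p = 2.22e-07) and with IFNγ alone by 1.11 (adjusted p = 0.00428, and 0.0112 from the arrays of the comparison alone). The p53 target *Eda2r*, which fell with CHX by 2.12, rose with IFNγ and CHX by 2.76 (SE 0.21, adjusted p = 6.22e-07, and 0.0104 from the arrays of the comparison alone). Of their lists, 1 of 18 genes of the stress response of the endoplasmic reticulum and 3 of 18 p53 targets rose with IFNγ and CHX (1, and 3 with 2 falls, over the list alone), with camera adjusted p of 0.922 and 0.992. With CHX alone 2 of 18 genes of the stress response of the endoplasmic reticulum rose and 7 fell (3 and 9 over the list alone), at a median of -0.87 and a camera adjusted p of 0.0181. Of 18 p53 targets 1 rose and 7 fell (2 and 8 over the list alone), at -0.46 and 0.130. Developmental transcription factors were lower with IFNγ and CHX: 7 of 22 fell (8 over the list alone), at a median of -0.62 and a camera adjusted p of 0.00124 (0.602 estimated). *Twist2* (-2.03), *Lhx9* (-1.78) and *Six4* (-1.49) were among them and had adjusted p of 0.0954, 0.0866 and 0.0273 from the arrays of the comparison alone. Without CHX 2 of the 22 fell (6 over the list alone), with 2.22e-04 (0.336 estimated).

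By the rules used for IFNα, 34 probe sets (27 genes) were induced by IFNγ in CHX alone. For *Cxcl9*, 1 of these genes, another probe set rose with IFNγ alone. The 34 was not stable: the number changed with single arrays left out and was larger with the replicate number as a block. *Serpinb1b* rose by 4.84 in log2 with CHX against 0.94 without it, *Manba* by 4.30 against 0.73, *Arrdc2* by 4.01 against 0.22 and *Sgk2* by 3.18 against 0.02. The study's table holds 15 of the 34, and 4 of these were at least 2-fold induced at 150 to 180 min of IFNγ (median log2 change 0.36). Without the test of the difference 71 of 311 are in the table and 24 were induced at that time.

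IFNα lowered *Arrdc4* (-1.79), *Map2k6* (-1.50) and *Itgb8* (-1.35), with adjusted p of 0.0792, 0.0785 and 0.0653 from the arrays of the comparison alone. The half-life that the study's table gives for 73 of the IFNγ-repressed probe sets had a median of 91.2 min.

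Values of the other lists are as follows. Sterol synthesis genes had a median of -0.31 with IFNγ and a camera adjusted p of 2.22e-04 (0.0520 estimated). Ribosomal protein genes had -0.31 with IFNγ and CHX and 1.12e-04 (0.359 estimated), and the differences made by CHX were -0.16 for IFNα and -0.30 for IFNγ, with 0.00271 and 1.42e-04 (0.564 and 0.804 estimated). Antigen presentation had 0.14 with IFNγ and CHX (6 of 18 risen, 6 over the list alone) and 3.27e-05 (0.0528 estimated), and 2 of 18 gained for IFNα with CHX (4 over the list alone), with 0.00201 (0.172 estimated). NF-κB targets had 0.22 with IFNα and 2.81e-09 (0.174 estimated), and 0.13 with IFNα and CHX and 0.00432 (0.766 estimated). With CHX 1 of 10 heat shock genes rose and 2 fell (1 and 4 over the list alone), at -0.26 and a camera adjusted p of 0.536. Of 19 MAP kinase feedback genes 1 rose, *Dusp8* by 3.17, and 4 fell (1 and 4 over the list alone), at -0.17 and 0.454. Of 17 TGFβ, BMP and YAP targets 3 rose and 2 fell with CHX (4 and 2 over the list alone), with 0.622, and 2 of 13 fibroblast markers fell (2 over the list alone), at -0.04 and 0.622. Markers of leukocytes (4 of 12 measured), epithelium (5 of 10) and endothelium (1 of 8) had medians of 0.14, 0.20 and -0.41 with CHX and camera adjusted p of 0.187, 0.162 and 0.542.

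The sets chosen by the study are not independent evidence. Of 11 measured genes of its nCounter set of induced genes, 6 rose with IFNα (7 over the list alone), 10 with IFNγ (11), 7 with IFNα and CHX (7) and 9 with IFNγ and CHX (9), at medians of 3.57, 3.16, 2.71 and 4.26. The IFNα response gained with CHX for 3 (4, with 1 smaller), at 0.63 and a camera adjusted p of 2.07e-04 (0.0600 estimated). Of 8 housekeeping genes 1 fell with CHX (1 over the list alone) and 1 rose with IFNγ and CHX (1 over the list alone). Of 8 TNF genes the study names, 4 rose and 2 fell with CHX (4 and 2 over the list alone), at 0.44 and 0.0670. Here *Cflar* counts with its probe set of highest mean, which did not pass the test.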
